# Active poly‐GA vaccination prevents microglia activation and motor deficits in a *C9orf72* mouse model

**DOI:** 10.15252/emmm.201910919

**Published:** 2019-12-20

**Authors:** Qihui Zhou, Nikola Mareljic, Meike Michaelsen, Samira Parhizkar, Steffanie Heindl, Brigitte Nuscher, Daniel Farny, Mareike Czuppa, Carina Schludi, Alexander Graf, Stefan Krebs, Helmut Blum, Regina Feederle, Stefan Roth, Christian Haass, Thomas Arzberger, Arthur Liesz, Dieter Edbauer

**Keywords:** amyotrophic lateral sclerosis, *C9orf72*, frontotemporal dementia, immunotherapy, neurodegeneration, Immunology, Neuroscience

## Abstract

The *C9orf72* repeat expansion is the most common genetic cause of amyotrophic lateral sclerosis (ALS) and/or frontotemporal dementia (FTD). Non‐canonical translation of the expanded repeat results in abundant poly‐GA inclusion pathology throughout the CNS. (GA)_149_‐CFP expression in mice triggers motor deficits and neuroinflammation. Since poly‐GA is transmitted between cells, we investigated the therapeutic potential of anti‐GA antibodies by vaccinating (GA)_149_‐CFP mice. To overcome poor immunogenicity, we compared the antibody response of multivalent ovalbumin‐(GA)_10_ conjugates and pre‐aggregated carrier‐free (GA)_15_. Only ovalbumin‐(GA)_10_ immunization induced a strong anti‐GA response. The resulting antisera detected poly‐GA aggregates in cell culture and patient tissue. Ovalbumin‐(GA)_10_ immunization largely rescued the motor function in (GA)_149_‐CFP transgenic mice and reduced poly‐GA inclusions. Transcriptome analysis showed less neuroinflammation in ovalbumin‐(GA)_10_‐immunized poly‐GA mice, which was corroborated by semiquantitative and morphological analysis of microglia/macrophages. Moreover, cytoplasmic TDP‐43 mislocalization and levels of the neurofilament light chain in the CSF were reduced, suggesting neuroaxonal damage is reduced. Our data suggest that immunotherapy may be a viable primary prevention strategy for ALS/FTD in *C9orf72* mutation carriers.

## Introduction

Amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD) cases with *C9orf72* mutation show characteristic nuclear foci of the sense and antisense repeat RNA ((G_4_C_2_)_*n*_ and (C_4_G_2_)_*n*_) as well as neuronal inclusions resulting from non‐canonical translation of the repeat RNA in all reading frames (DeJesus‐Hernandez *et al*, 2011; Renton *et al*, 2011; Ash *et al*, 2013; Mori *et al*, 2013; Edbauer & Haass, 2016). In addition, *C9orf72* protein levels are reduced due to impaired transcription of the expanded allele (Frick *et al*, 2018). Gain‐of‐function mechanisms are likely the main drivers of *C9orf72* disease because *C9orf72* knockout mice develop mainly alterations of the peripheral immune system, reminiscent of systemic lupus erythematosus (Atanasio *et al*, 2016; Jiang *et al*, 2016). None of the *C9orf72*‐specific pathologies correlate robustly with TDP‐43 pathology or neurodegeneration suggesting synergistic and/or non‐cell autonomous effects are crucial (Mackenzie *et al*, 2013, 2015; Schludi *et al*, 2015; DeJesus‐Hernandez *et al*, 2017). So far, toxicity due to expression of individual dipeptide repeat (DPR) proteins has been studied most extensively. Poly‐GA is the most abundant DPR species in patients and poly‐GA expression has the strongest effect on TDP‐43 phosphorylation and aggregation in primary neurons and mice, which correlates best with neurodegeneration in patients (Khosravi *et al*, 2017; Lee *et al*, 2017; Schludi *et al*, 2017; Nonaka *et al*, 2018). In addition, poly‐GA mouse models show motor deficits and neuroinflammation (Zhang *et al*, 2016; Schludi *et al*, 2017). Large biomarker studies and neuropathological reports from rare presymptomatic *C9orf72* cases suggest that all pathognomonic features of the disease are present decades before the onset of symptoms in the absence of widespread TDP‐43 aggregation and neuron loss (Vatsavayai *et al*, 2016; Gendron *et al*, 2017; Lehmer *et al*, 2017). These prodromal changes likely initiate a slow disease cascade with neuroinflammation and TDP‐43 aggregation that may eventually become independent of the initial trigger (Edbauer & Haass, 2016). Thus, targeting the *C9orf72*‐specific pathomechanisms early will be essential for effective disease prevention or therapy.

Targeting cytoplasmic Tau aggregates by active and passive immunotherapy has shown promise in rodent models of Alzheimer's disease (AD), and effects on both intracellular and (unconventionally secreted) extracellular Tau have been discussed (Congdon & Sigurdsson, 2018). For example, intraventricular infusion of Tau antibodies reduced the aggregate burden and improved cognitive deficits in mice (Yanamandra *et al*, 2013). Moreover, active immunization targeting the Tau oligomerization domain was beneficial in a rat model and is being investigated in a phase 2 clinical trial (Kontsekova *et al*, 2014; Novak *et al*, 2017, 2018a; Jadhav *et al*, 2019). Unfortunately, the more advanced clinical trials with active and passive immunotherapy targeting extracellular Aβ aggregates in patients with AD were largely disappointing despite great promise from mouse models (Schenk *et al*, 1999; Sevigny *et al*, 2016). The key insights from these studies are as follows: (i) Antibodies can penetrate the blood–brain barrier at low levels that may be sufficient to affect the target (Schenk *et al*, 1999; Orgogozo *et al*, 2003; Landen *et al*, 2017). (ii) Clearance of Aβ load correlates with the antibody titer (Sevigny *et al*, 2016). (iii) Unwanted T‐cell responses to active vaccination caused severe meningoencephalitis in a subset of AD patients but may be prevented by careful choice of the epitope (Schenk *et al*, 1999; Orgogozo *et al*, 2003; Axelsen *et al*, 2011). (iv) Limited cognitive improvement despite efficient clearance of Aβ in patients suggests disease mechanisms change and therapy should be started very early, maybe even in the prodromal phase, which is difficult in a mainly sporadic disease (Landen *et al*, 2017).

The common *C9orf72* mutation offers a unique opportunity for preventive therapy in ALS/FTD, but immunotherapy has not been tested *in vivo*. We and others have shown that cytoplasmic DPR proteins are transmitted between cells (Westergard *et al*, 2016; Zhou *et al*, 2017; Nonaka *et al*, 2018). After showing that monoclonal antibodies inhibit poly‐GA aggregation and seeding from patient brain extracts *in vitro* (Zhou *et al*, 2017), we asked whether DPR immunotherapy would ameliorate DPR pathology and related deficits in an established poly‐GA mouse model (Schludi *et al*, 2017). To this end, we tested different peptide formulations and analyzed the effects on motor deficits, poly‐GA, TDP‐43, neuronal damage, and neuroinflammation in vaccinated mice.

## Results

### Ova‐(GA)_10_ elicits strong antibody response in mice

To induce anti‐GA antibody production *in vivo*, we immunized wild‐type and GA‐CFP mice prior to the onset of motor deficits with poly‐GA peptides in incomplete Freund's adjuvant. Since poly‐GA is expected to be poorly immunogenic, we used ovalbumin as an immunogenic carrier molecule (Ova‐(GA)_10_) that also may keep the aggregation‐prone poly‐GA soluble. In addition, we used a carrier‐free self‐aggregating (GA)_15_ as immunogen (Chang *et al*, 2016). We started the immunization at 8 weeks of age and continued with boosting in 4‐week intervals (Fig 1A) while subjecting the mice to weekly behavioral tests (see Fig 2). Immunization did not increase lethality or cause other obvious negative side effects in wild‐type or transgenic mice (Fig EV1). Regardless of the immunization regimen, the mice gained weight steadily (Fig EV1A). To quantify the humoral immune response, we collected serum from all mice 1 week before initial immunization and 1 week after each immunization. We quantified the anti‐GA IgG immune response in the mouse sera using an ELISA with GST‐(GA)_15_ as antigen and a mouse monoclonal anti‐GA antibody as reference standard. Surprisingly, (GA)_15_ induced no detectable antibody response as compared to the control mice that received PBS in adjuvant even after multiple boosting. In contrast, Ova‐(GA)_10_ induced a strong antibody response increasing up to ~ 400 μg/ml after the fourth boosting in both wild‐type and GA‐CFP transgenic mice (Fig 1B). Despite the strong immune response, distribution of splenic lymphocyte population was not affected in immunized mice (Fig EV1B).

**Figure 1:**
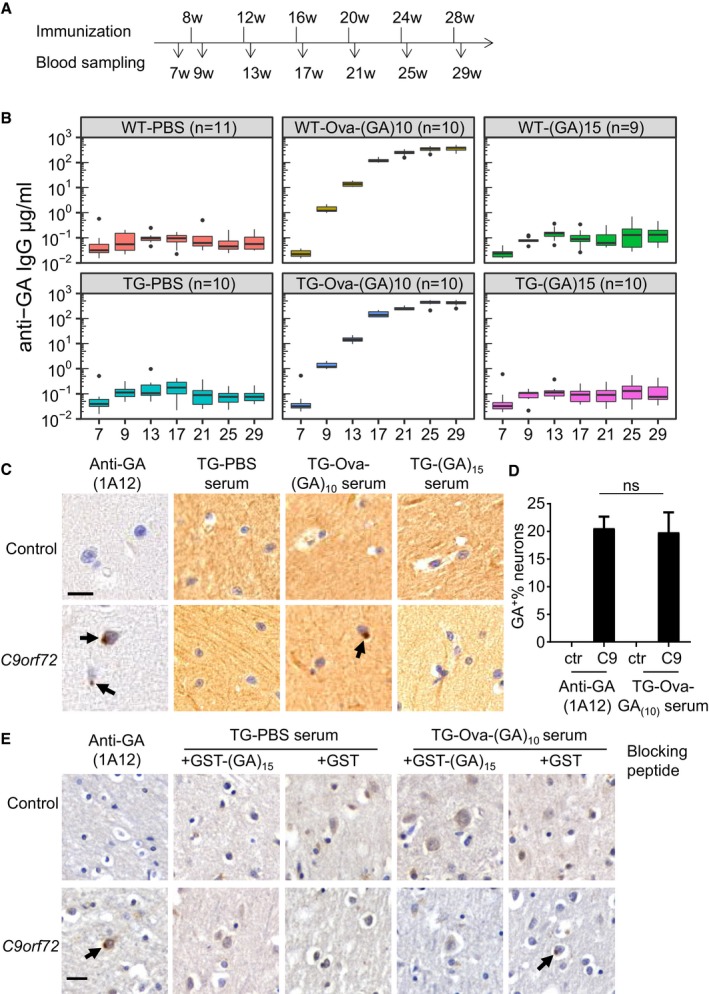
Vaccination of carrier‐coupled poly‐GA peptides induces high‐titer anti‐GA antibodies Experimental paradigm for vaccination of GA‐CFP mice and wild‐type littermates.Anti‐GA response in vaccinated mice measured by ELISA using GST‐(GA)_15_ antigen. Tukey‐style box plot shows 25^th^, 50^th^, and 75^th^ percentiles, and whiskers extend to ± 1.5 interquartile range. Outliers depicted as dots. Number of mice per group as indicated. Two‐way repeated‐measure ANOVA (group x time) revealed a significant main effect of treatment (*F*_5,57_ = 478.2, *P *< 0.0001) and time (*F*_6,342_ = 296.1, *P *< 0.0001) and a significant interaction between factors (*F*_30,342_ = 119.5, *P *< 0.0001), followed by Tukey's *post hoc* test. *P*‐values are indicated in Appendix Table S1.Immunohistochemistry of sections from a *C9orf72* patient and a healthy control. Monoclonal anti‐GA and antiserum from Ova‐GA‐vaccinated mice detect neuronal cytoplasmic inclusions (arrows) in the molecular layer of the cerebellum. Note that crude antiserum shows higher background than the monoclonal antibody. Scale bar indicates 20 μm.Quantitative analysis for poly‐GA‐positive inclusions per 100 neurons in (C). Bar graphs represents mean ± SD from 6 images. One‐way ANOVA, Tukey's *post hoc* test, *F*_3,15_ = 2.676, *P* = 0.0846, C9: anti‐GA 1A12 vs. C9: TG‐Ova‐(GA)_10_ serum *P* = 0.9483.Immunohistochemistry of sections from occipital cortex of a *C9orf72* patient and a healthy control with monoclonal anti‐GA and antiserum preincubated with 0.1 mg/ml recombinant GST‐(GA)_15_ or GST. Scale bar indicates 20 μm. Arrows depict poly‐GA positive inclusions.

**Figure 2:**
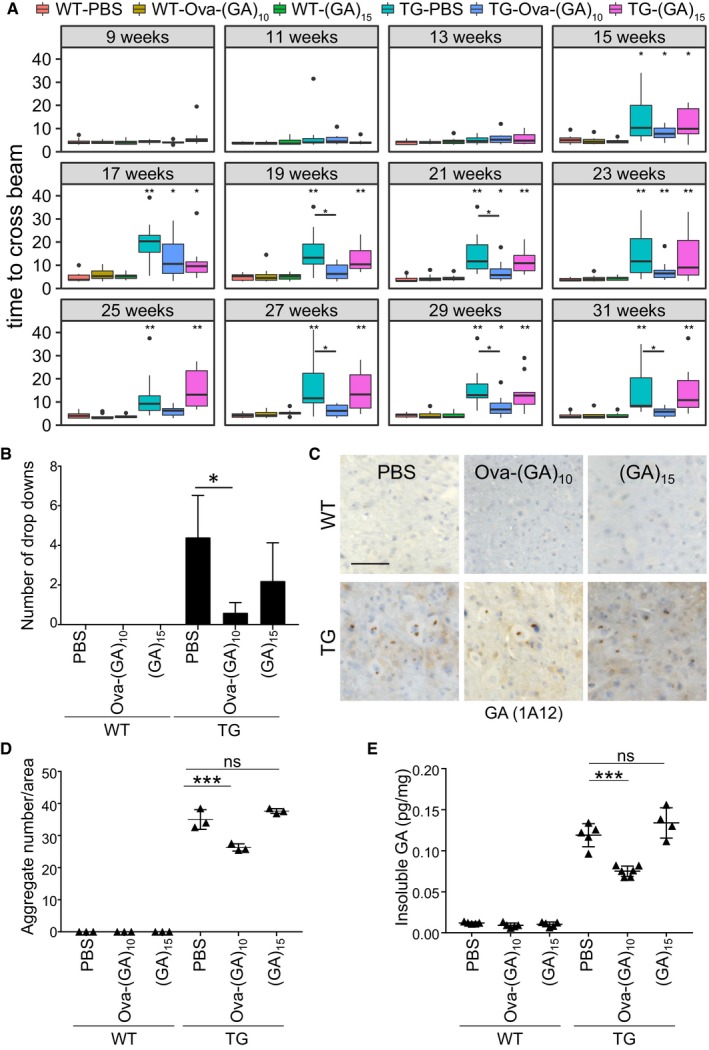
Ova‐GA immunization prevents motor deficits and reduces poly‐GA aggregation Analysis of motor function in vaccinated GA‐CFP mice and wild‐type littermates in a beam walk assay. Average time to cross the beam from duplicate repeat measurements in consecutive weeks. Tukey‐style box plot shows 25^th^, 50^th^, and 75^th^ percentiles, and whiskers extend to ± 1.5 interquartile range. Outliers depicted as dots. Pairwise Wilcoxon rank sum test with Benjamini–Hochberg correction. All comparisons with WT‐PBS and the TG‐Ova‐(GA)_10_ mice vs. TG‐PBS comparison are depicted with *P < 0.05, **P < 0.01. Number of mice per group as in Fig 1B, exact *P*‐values are indicated in Appendix Table S2.Average number of drop‐downs per mouse from all aggregated runs. Number of mice per group as in Fig 1B. Bar graph represents mean ± SD. Kruskal–Wallis test with Dunn's multiple comparisons. *P < 0.05. TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* = 0.0188.Representative image of poly‐GA aggregates in the anterior horn in spinal cord using immunohistochemistry. Scale bar indicates 100 μm.Quantitative analysis of poly‐GA aggregates in the spinal cord using immunohistochemistry. Images from complete spinal cord sections at 1‐mm intervals from *n* = 3 animals. Dot plot represents mean ± SD. One‐way ANOVA, Tukey's *post hoc* test, *F*_5,12_ = 1.625, *P* = 0.2270. ***P < 0.001, ns not significant. TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* < 0.0001; TG‐(GA)_15_ vs. TG‐PBS *P* = 0.2460.Immunoassay of poly‐GA from the insoluble fraction of spinal cord lysate. Dot plot represents mean ± SD from *n* = 5‐6 animals per group. One‐way ANOVA, Tukey's *post hoc* test, *F*_5,24_ = 3.098, *P* = 0.0269. **P < 0.001, ns not significant. TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* < 0.0001; TG‐(GA)_15_ vs. TG‐PBS *P* = 0.1975. Source data are available online for this figure.

**Figure EV1:**
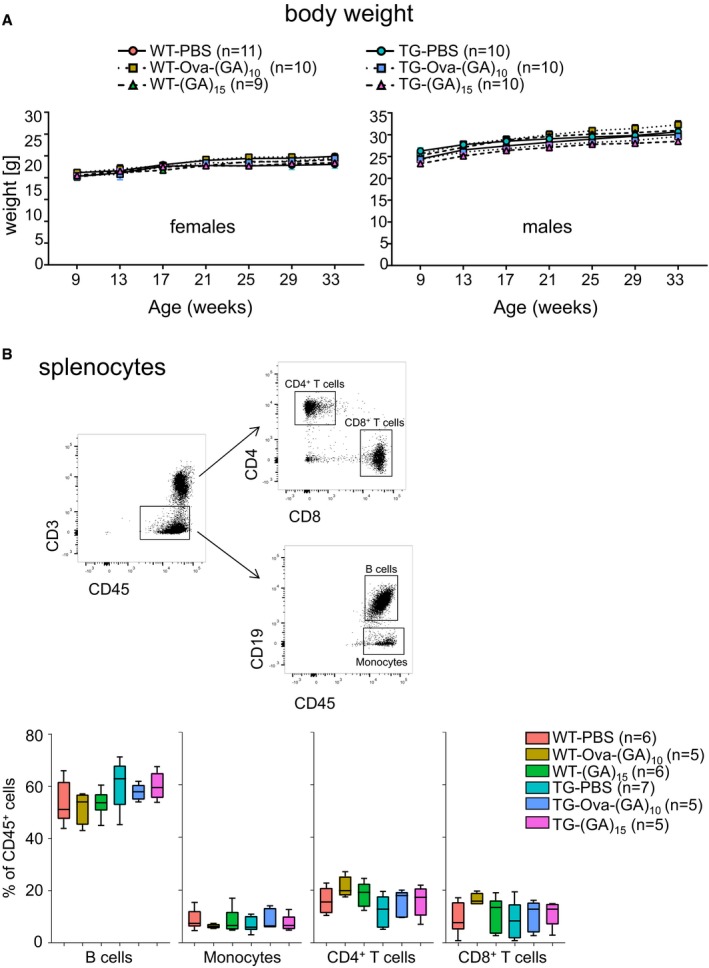
Immunization regimen caused no overt side effects in mice Body weight curve of vaccinated female mice (left panel) and male mice (right panel) on a standard diet. Number of mice per group as indicated. Two‐way repeated‐measure ANOVA (group × time) revealed a non‐significant main effect of group (females: *F*_2,13_ = 0.3747, *P *=* *0.6947; males: *F*_2,11_ = 3.042, *P *=* *0.0888) and significant effect of time (females: *F*_5,65_ = 13.28, *P *< 0.0001; males: *F*_5,55_ = 102.6, *P *< 0.0001) and a non‐significant interaction between factors (females: *F*_10,65_ = 0.8671, *P *=* *0.5678; males: *F*_10,55_ = 1.067, *P *=* *0.4030), followed by Tukey's *post hoc* test.Leukocyte distribution in the spleen measured by flow cytometry at 32 weeks of age, *n* = 5–7 mice per group as indicated. Gating of the different cell populations is shown in a representative scatter plot. Tukey‐style box plot shows 25^th^, 50^th^, and 75^th^ percentiles, and whiskers extend to ± 1.5 interquartile range. One‐way ANOVA and Tukey's *post hoc* revealed no significant changes in the frequency of different cell subtypes. B cells: *P* = 0.4962; monocytes: *P* = 0.8126; CD4 T cells: *P* = 0.9443; CD8 T cells: *P* = 0.6648.

The Ova‐(GA)_10_ antiserum specifically detected poly‐GA in transfected HEK293 cells by immunoblotting and immunofluorescence (Fig EV2A–C). We used the mouse antisera for immunohistochemistry in cerebellar sections from a *C9orf72* patient and a healthy control (Fig 1C). The Ova‐(GA)_10_ antiserum specifically detected the pathognomonic dot‐like inclusions in the molecular layer of the cerebellum (Fig 1C and D). We confirmed the specificity of Ova‐(GA)_10_ antiserum by blocking experiment using recombinant GST‐(GA)_15_ (Fig 1E) and double immunofluorescence using a rabbit anti‐GA antibody (Fig EV3). Thus, our prime‐boosting regimen using Ova‐(GA)_10_ induces high levels of specific anti‐GA antibodies without apparent side effects in mice.

**Figure EV2:**
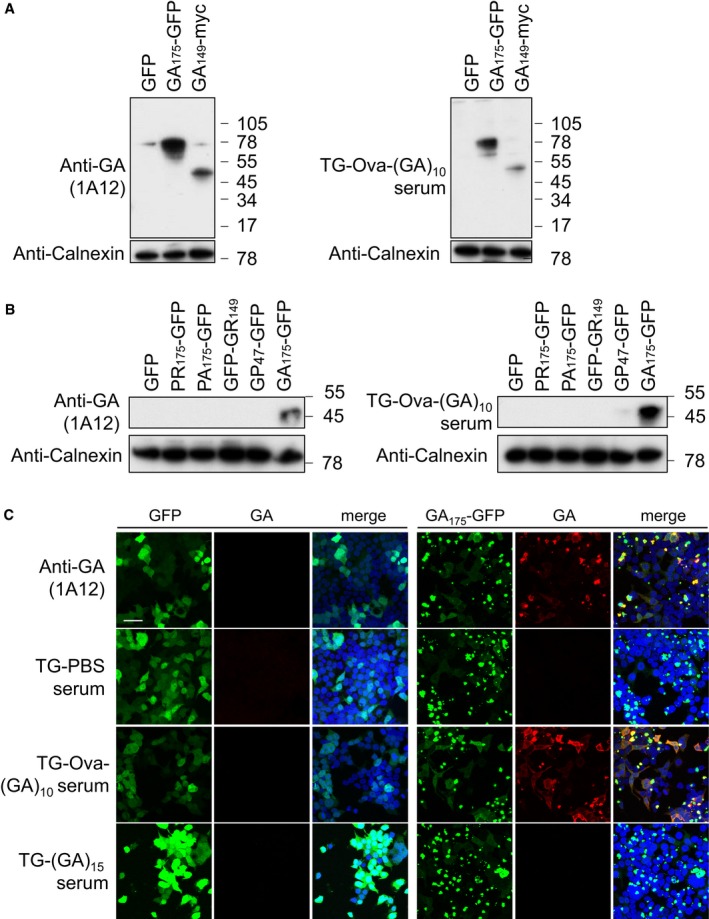
Antisera detect poly‐GA aggregates specifically Immunoblot of HEK293 cells transfected with the indicated poly‐GA‐expressing construct and GFP control using monoclonal anti‐GA clone 1A12 and antiserum from Ova‐(GA)_10_‐vaccinated mice. Calnexin is used as a loading control. A representative of three experiments is shown.Immunoblot of HEK293 cells transfected with the indicated DPR‐expressing construct and GFP control using monoclonal anti‐GA clone 1A12 and antiserum from Ova‐(GA)_10_‐vaccinated mice. Calnexin is used as a loading control. A representative of three experiments is shown.HEK293 cells were transfected with (GA)_175_‐GFP or GFP control and analyzed by immunofluorescence using a mouse monoclonal anti‐GA antibody or antisera from vaccinated mice. Scale bar indicates 40 μm. A representative of three experiments is shown.

**Figure EV3:**
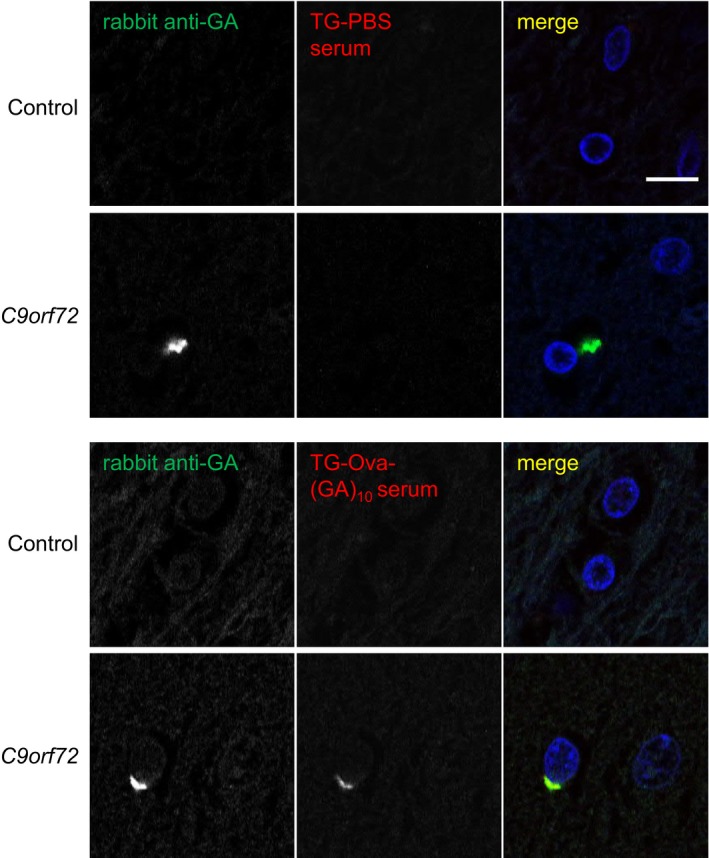
Antisera detect poly‐GA inclusions in *C9orf72* patients specifically Immunofluorescent staining of sections from a *C9orf72* patient and a healthy control. Neuronal cytoplasmic inclusions in occipital cortex were stained using a commercial rabbit polyclonal antibody (green) and antisera from Ova‐GA‐vaccinated mice (red). Nuclei were stained with DAPI (blue). Scale bar indicates 10 μm.

### Ova‐(GA)_10_ immunization prevents motor deficits in GA‐CFP mice by reducing poly‐GA aggregation

GA‐CFP mice develop motor and coordination deficits starting at the age of 4 months (Schludi *et al*, 2017). To analyze the therapeutic effect of immunization, we assessed motor performance using weekly beam walk assay starting at 9 weeks of age before the onset of symptoms. From week 15, control‐immunized GA‐CFP mice (TG‐PBS) needed significantly more time than wild‐type mice to cross the beam consistent with our previous findings (Figs 2A and EV4). Occasionally, TG‐PBS mice could not complete the beam walk task and dropped down, which was not observed in wild‐type mice and hardly occurred in TG‐Ova‐(GA)_10_ mice (Fig 2B). Consistent with the lack of antibody response, (GA)_15_‐immunized GA‐CFP mice (TG‐(GA)_15_) performed as poor as TG‐PBS mice. In contrast, Ova‐(GA)_10_‐immunized GA‐CFP mice (TG‐Ova‐(GA)_10_) initially developed motor deficits compared to wild‐type littermates at week 17, but improved at later time points and performed close to wild‐type level suggesting that a high antibody titer is required for the beneficial effect of immunization. Immunohistochemistry of the spinal cord confirmed the typical neuronal cytoplasmic poly‐GA inclusion pathology in GA‐CFP transgenic mice (Fig 2C; Schludi *et al*, 2017). Image‐based quantification revealed reduced aggregate density in TG‐Ova‐(GA)_10_ mice compared to TG‐PBS control (Fig 2D). This was further confirmed using a poly‐GA immunoassay (Fig 2E). Consistent with the lack of antibody response and lack of any beneficial effect in the beam walk, (GA)_15_ immunization did not affect the abundance of poly‐GA aggregates in both assays. Taken together, repeated Ova‐(GA)_10_ immunization is an effective prevention strategy in GA‐CFP mice.

**Figure EV4:**
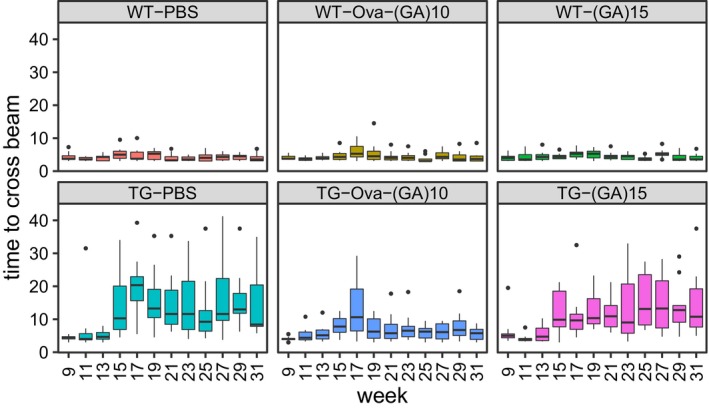
Ova‐GA immunization prevents motor deficits Longitudinal analysis of motor function in vaccinated GA‐CFP mice and wild‐type littermates in a beam walk assay (data from Fig 2A). *n* = 9–11 mice per group as indicated. Average time to cross the beam from duplicate repeat measurements in consecutive weeks. Tukey‐style box plot shows 25^th^, 50^th^, and 75^th^ percentiles, and whiskers extend to ± 1.5 interquartile range. Outliers depicted as dots. Statistics are shown in Fig 2A and Appendix Table S2.

### Ova‐(GA)_10_ immunization reduced neuronal damage, TDP‐43 mislocalization, and microglia/macrophage activation in GA‐CFP mice

To elucidate the mode of action, we performed unbiased RNA sequencing analysis on spinal cord from TG‐PBS, TG‐Ova‐(GA)_10_ mice, and their respective wild‐type control mice. 

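Spinal cord RNA was sequenced from 15 mice, 4 WT-PBS, 4 WT-Ova-(GA)10, 3 TG-PBS and 4 TG-Ova-(GA)10, with 1 library per mouse. The mice were 32 weeks old. The paper's methods, and not the sample labels, give the schedule and dose. They name 6 injections from week 8 on, with 40 µg antigen in the Ova-(GA)10 groups and PBS in the others. The authors aligned the reads to the mouse genome (mm10) with STAR and counted them per gene symbol with HTSeq-count, so the deposited values are whole read counts for 24421 genes, without normalization. Between 6567474 and 15357364 reads per mouse were counted on genes. The median was 12551355 in WT-PBS, 11306928 in WT-Ova-(GA)10, 12780275 in TG-PBS and 11482311 in TG-Ova-(GA)10 mice. Between 16708 and 17517 genes had at least 1 read in a mouse. Pearson's r of the log2 CPM was between 0.9644 and 0.9883 over the 21 pairs of mice of the same group. Their counts differed by 4.128 to 42.19 times the variance of counting (chi-square per degree of freedom), so the spread between mice sets the precision. Values above 12.9 came only from the pairs with WT-Ova-(GA)10 mouse 262 (27.78, 37.34 and 42.19).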

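Each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 14638 to 14888 genes that edgeR's filter on low counts kept. A gene was called when its adjusted p was below 0.05 and its absolute log2 fold change above 0.585, the thresholds of the paper. Expression values are CPM (counts scaled to library size). In simulated counts with the spread of the TG-PBS and WT-PBS mice, the test was run on 3 mice against 4. It called 90.5% of 200 changed genes and 11 of the genes that had not been changed, among 14744 genes. The simulated changes were all above the fold threshold and in genes above a minimum CPM. The share of smaller changes that the test finds was not measured.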

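The groups also differed in ways other than genotype and antigen. Expression of Xist and of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y followed a female pattern in 2 of 4 WT-PBS, 2 of 4 WT-Ova-(GA)10, 1 of 3 TG-PBS and 0 of 4 TG-Ova-(GA)10 mice. For each read counted on a gene, 0.380 ± 0.0161 reads (SD, n = 4) lay outside annotated genes in TG-Ova-(GA)10 mice and 0.445 ± 0.0147 (SD, n = 3) in TG-PBS mice (exact two-sided permutation test, p = 0.029, the smallest p that 3 mice against 4 allow; 0.097 after Benjamini-Hochberg adjustment over 20 comparisons of library measures). Alignments at several places (0.614 ± 0.0274 and 0.713 ± 0.0166 per read on genes) and the share of reads on the 10 genes with most reads (7.70% ± 0.113 and 8.98% ± 0.942) differed with the same exact p of 0.029 (adjusted 0.097). The paper's text does not name a sequencing batch, so for TG-Ova-(GA)10 against TG-PBS mice library differences and condition cannot be told apart. Between TG-PBS and WT-PBS mice, the exact permutation p of the 5 library measures was 0.086 or more.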

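Between WT-Ova-(GA)10 and WT-PBS mice, 0 of 14649 genes passed both thresholds, and 233 genes had an unadjusted p below 0.05. The smallest adjusted p of edgeR's quasi-likelihood test was 1. Between TG-PBS and WT-PBS mice, 792 of 14888 genes passed, 585 of them higher and 207 lower in TG-PBS. In 738 of the 792 genes, no TG-PBS mouse overlapped with a WT-PBS mouse. Over all tested genes 24.8% were without overlap, against 5.7% by chance. Among the genes without overlap, Mmp12 rose from 0.393 ± 0.125 CPM (SD, n = 4) in WT-PBS to 21.3 ± 7.38 CPM (SD, n = 3) in TG-PBS mice, a log2 fold change of 5.74 (standard error 0.31, adjusted p = 4.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpnmb rose from 6.40 ± 0.909 CPM (SD, n = 4) to 230 ± 93.7 CPM (SD, n = 3), a log2 fold change of 5.16. Olfr111 had 0 counts in every WT-PBS mouse and 18 to 25 counts in the TG-PBS mice. Itgax rose by 4.35 on the log2 scale. The strongest falls were in Fam227b (log2 fold change -2.05, adjusted p = 0.00088 from edgeR) and Retnla (-2.05, adjusted p = 0.0095).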

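Between TG-Ova-(GA)10 and TG-PBS mice, 385 of 14867 genes passed, 245 higher and 140 lower in TG-Ova-(GA)10. In 352 of the 385 genes the 2 groups did not overlap, and over all tested genes 28.2% were without overlap. Hmgn5 rose by 1.66 on the log2 scale (standard error 0.30, adjusted p = 0.0094 from edgeR), and Tmem252 had a log2 fold change of -2.04 (standard error 0.35, adjusted p = 0.0087 from edgeR). Xist, with a log2 fold change of -8.86, also passed, but no TG-Ova-(GA)10 mouse had the female pattern. Of the 385 genes, 141 had also passed between TG-PBS and WT-PBS mice and 244 had not. The median log2 fold change over all genes was -0.01 between TG-PBS and WT-PBS and 0.00 between TG-Ova-(GA)10 and TG-PBS mice. Without a fold threshold 2190 genes passed the adjusted p alone, and with all 4 groups in one fit 0 genes passed both thresholds between TG-Ova-(GA)10 and TG-PBS mice, with 2992 genes at an unadjusted p below 0.05.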

Pairwise comparison revealed no significant difference between the wild‐type groups, but 545 differentially expressed genes between TG‐PBS vs. WT‐PBS and 233 between TG‐Ova‐(GA)_10_ vs. TG‐PBS using 1.5‐fold change (log_2_ > 0.585) as cutoff (Datasets EV1, EV2, EV3 and EV4). 

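Rescue was counted for the genes called between TG-PBS and WT-PBS mice. A gene was counted as rescued when its adjusted p between TG-Ova-(GA)10 and TG-PBS mice was also below 0.05, with the opposite sign and without a fold threshold in the latter comparison. By this rule 255 genes, 32.2% of those called, were rescued. They were 121 genes higher in TG-PBS than in WT-PBS mice (20.7% of the higher genes) and 134 lower genes (64.7% of the lower genes). In 139 of them, the fold threshold was passed in both comparisons. A further 3 called genes moved away from the wild-type level with an adjusted p below 0.05. Of the 788 called genes tested in both comparisons, 665 (84.4%) had opposite signs. The median share of the TG-PBS change that was reversed in TG-Ova-(GA)10 mice was 30.4% (SD 6.4 percentage points over the 4 TG-Ova-(GA)10 mice), with quartiles of 8.6% and 62.7%. It was 21.5% for higher and 86.1% for lower genes.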

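The TG-PBS mice enter both comparisons, which can by itself give opposite signs. When genes were chosen without 1 TG-PBS mouse and the share was measured on that mouse, the median was 17.9%, 26.2% and 24.4% for the 3 mice. Opposite signs were then found in 60.7% of the genes for mouse 286, 83.5% for mouse 288 and 79.1% for mouse 291. Between TG-Ova-(GA)10 and WT-Ova-(GA)10 mice, 306 of the genes called in TG-PBS passed both thresholds, all with the same sign, among them 36 of the rescued genes. Whether immunization acted differently in transgenic and wild-type mice was tested as an interaction over 15212 genes. It had an adjusted p below 0.05 in 0 genes and an unadjusted p below 0.05 in 1649 genes, and the smallest adjusted p of edgeR's quasi-likelihood test was 0.457. With a single fit of the 4 groups, the number of rescued genes was 0. Without WT-Ova-(GA)10 mouse 262, the interaction had 2486 genes, and the single fit of the 4 groups, run after seeing the data, gave 254 rescued genes; in the 14 fits that each left out another mouse both numbers were 0, with 913 to 2238 interaction genes at an unadjusted p below 0.05.

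**Figure D1:**
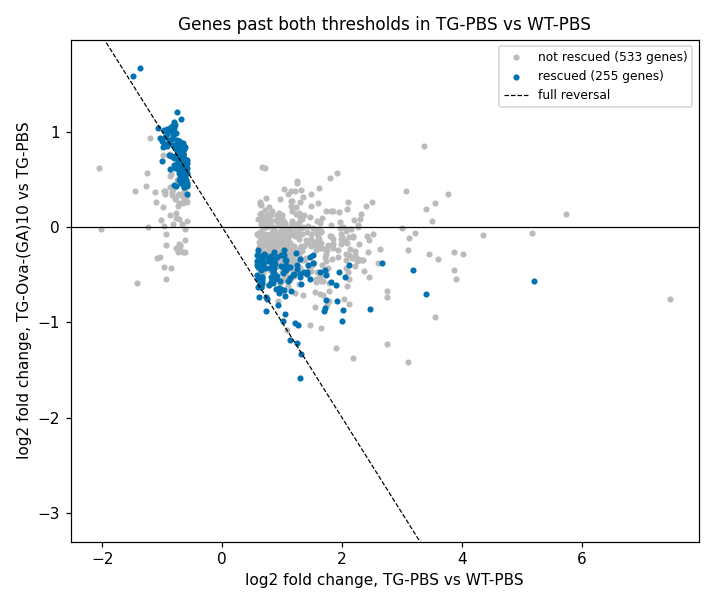
Log2 fold change between TG-Ova-(GA)10 and TG-PBS mice (y axis) against that between TG-PBS and WT-PBS mice (x axis) for the 788 genes called in TG-PBS and tested in both comparisons. Blue points are the 255 rescued genes, grey points the others, and the dashed line marks full reversal of the TG-PBS change.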

210 genes differentially expressed in TG‐PBS were significantly rescued in the immunized mice. 

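Gene sets of the Reactome collection were compared between TG-PBS and WT-PBS mice with limma's camera test. Of 704 sets with 15 to 500 tested genes, 151 had an adjusted p below 0.05, 48 of them higher and 103 lower in TG-PBS mice. Among the higher sets, Interferon gamma signaling had a median log2 fold change of 0.28 over 66 genes, 72.7% of which were higher (adjusted p = 2.3e-06 from limma's camera test). Cytokine Signaling in Immune system had a median of 0.13 over 191 genes (adjusted p = 0.00012), and Toll-Like Receptors Cascades one of 0.14 over 102 genes (adjusted p = 2e-04 from limma's camera test). Among the lower sets, Cholesterol biosynthesis had a median of -0.58 over 22 genes (adjusted p = 3.1e-10). These counts assume a correlation of 0.01 between the genes of a set. With the correlation estimated for each set, 0 sets passed and 47 had an unadjusted p below 0.05.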

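Single cytokine and chemokine genes were taken from a list of 116 symbols, of which 49 had enough counts to be tested. Between TG-PBS and WT-PBS mice, 13 passed both thresholds, 12 of them higher. Adjusted over the list alone, 20 had an adjusted p below 0.05, and 17 of these were past the fold threshold. Ccl3 rose from 1.74 ± 0.488 CPM (SD, n = 4) to 19.1 ± 3.26 CPM (SD, n = 3), a log2 fold change of 3.45 (standard error 0.21, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); in WT-Ova-(GA)10 mice 1 of the 4 lay apart below the others. Il1rn rose by 2.44 on the log2 scale and Cxcl10 by 2.18, the latter from 7.91 ± 2.66 CPM (SD, n = 4) to 35.9 ± 34.8 CPM (SD, n = 3), with 1 WT-PBS mouse apart below the others. The other higher genes were Ccl2 (1.59), Ccl4, Ccl5 (1.54), Ccl6 (1.36), Csf1 (0.78), Cxcl16 (1.32), Tgfb1 (1.18), Tnf (1.68) and Tnfsf8 (1.78), each with its log2 fold change except Ccl4. Pf4 was lower (-0.94, adjusted p = 0.048 from edgeR). In Tnf and Pf4 the mice of the 2 groups overlapped. Leaving out each mouse in turn gave log2 fold changes of 1.00 to 2.57 in Cxcl10, 0.98 to 1.82 in Ccl5 and 1.11 to 2.15 in Tnf. The adjusted p was below 0.05 in 2 of these 7 fits for Tnf, 3 for Pf4 and 6 each for Ccl5 and Tnfsf8. For the other called genes it was below 0.05 in all 7. Tested against a change of at least 1.5-fold with glmTreat, 6 of the 13 genes passed.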

Poly‐GA expression triggered many immune pathways including production of multiple cytokines/chemokines. 

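Of the immune sets higher in TG-PBS mice, Interferon gamma signaling had a median log2 fold change of -0.15 between TG-Ova-(GA)10 and TG-PBS mice (adjusted p = 0.076 from limma's camera test), Cytokine Signaling in Immune system one of -0.05 (adjusted p = 0.3) and Toll-Like Receptors Cascades one of -0.05 (adjusted p = 0.21 from limma's camera test). Ccl4, a chemokine gene on chromosome 11 (83662584 to 83664683, mm10), was measured at 0.934 ± 0.538 CPM in WT-PBS (SD, n = 4), 1.02 ± 0.618 CPM in WT-Ova-(GA)10 (SD, n = 4), 9.99 ± 1.18 CPM in TG-PBS (SD, n = 3) and 6.16 ± 0.844 CPM in TG-Ova-(GA)10 mice (SD, n = 4). Its log2 fold change was 3.40 between TG-PBS and WT-PBS mice (standard error 0.30, adjusted p = 5.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.71 between TG-Ova-(GA)10 and TG-PBS mice (standard error 0.16, adjusted p = 0.016 from edgeR). With 1 surrogate variable in a fit of all groups, the latter was 0.16. Of the 13 cytokine and chemokine genes called between TG-PBS and WT-PBS mice, all 13 had the opposite sign between TG-Ova-(GA)10 and TG-PBS mice. Only 3 met the rule for rescue (Ccl4, Csf1 and Tgfb1). Of the 49 tested genes of this list, 1 passed both thresholds between TG-Ova-(GA)10 and TG-PBS mice. Grn, the progranulin gene on chromosome 11 (102430315 to 102437048), rose from 97.0 ± 4.77 CPM in WT-PBS (SD, n = 4) to 249 ± 20.5 CPM in TG-PBS (SD, n = 3) and was at 181 ± 22.8 CPM in TG-Ova-(GA)10 mice (SD, n = 4). The log2 fold changes were 1.36 and -0.47 (adjusted p = 9e-08 and 0.012 from edgeR). Tyrobp, an adaptor of immune receptors on chromosome 7 (30413760 to 30417585), was at 93.0 ± 18.9, 472 ± 85.7 and 372 ± 39.6 CPM in these groups. Its log2 fold change of -0.35 between TG-Ova-(GA)10 and TG-PBS mice had an adjusted p of 0.054 in edgeR, and mice of both groups overlapped. With each mouse left out in turn, it stayed between -0.49 and -0.24, with an adjusted p below 0.05 in 1 of 7 fits. Over the 12 alternatives with all mice, the adjusted p was 0.014 to 1 in edgeR and DESeq2 and below 0.05 in 5, among them DESeq2 with and without the beta prior (0.014 each).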

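Of 7 complement genes, all were higher in TG-PBS than in WT-PBS mice, with log2 fold changes from 1.69 in C5ar1 to 2.42 in C3ar1. Between TG-Ova-(GA)10 and TG-PBS mice, 2 of the 7 had an adjusted p below 0.05. C1qc, on chromosome 4 (136889804 to 136893065), went from 385 ± 56.9 CPM (SD, n = 3) to 293 ± 24.4 CPM (SD, n = 4), a log2 fold change of -0.40 (standard error 0.10, adjusted p = 0.02 from edgeR). C5ar1, on chromosome 7 (16246743 to 16259540), went from 16.7 ± 2.49 CPM (SD, n = 3) to 9.17 ± 1.55 CPM (SD, n = 4), a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.0087 from edgeR). The other 5, which the network of Fig 3B does not show, did not pass this threshold. The log2 fold change was -0.13 in C1qa, -0.18 in C1qb, -0.10 in C3ar1, -0.10 in C4b and 0.19 in C3, with adjusted p between 0.26 and 0.7 from edgeR. C1qa, C4b and C3ar1 changed sign under some settings. In C3 and in C4b, 1 WT-PBS mouse lay apart above the others. Between TG-Ova-(GA)10 and WT-Ova-(GA)10 mice, 6 of the 7 complement genes passed both thresholds. The interaction of genotype and immunization had adjusted p between 0.46 and 0.99 in edgeR for the 10 genes.

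**Figure D2:**
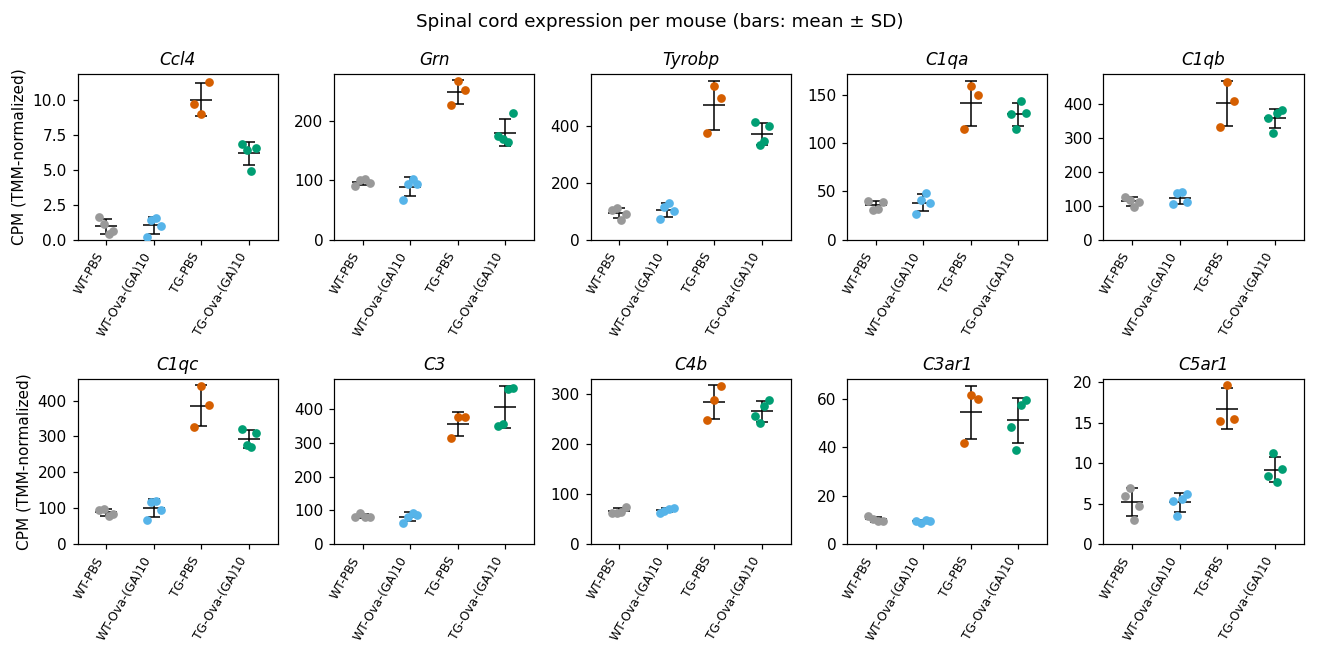
Normalized CPM of the 10 genes in each mouse (points), by group, with the wide line for the mean and the capped lines for the SD. In each of the 10 genes, every transgenic mouse lies above every wild-type mouse.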

Ova‐(GA)_10_ immunization attenuated several immune pathways, for example, induction of Ccl4, Grn, Tyrobp, and complement factors (Fig 3A and B, and Dataset EV1). Thus, we analyzed activated microglia/macrophages using Iba1 immunohistochemistry. Similar to our previous report, GA‐CFP transgenic mice showed strong microglia/macrophage activation in the spinal cord compared to wild‐type littermates (Fig 3C). Both the density of Iba1‐positive microglia/macrophages and the area covered by Iba1 staining were strongly reduced in TG‐Ova‐(GA)_10_ mice (Figs 3C and D, and EV5A). Correspondingly, automated analysis of microglia/macrophage 3D morphology revealed significantly altered key features of microglial morphology (sphericity, number of branches) in TG‐PBS mice compared to WT mice, which was significantly rescued in TG‐Ova‐(GA)_10_ mice (Fig EV5B–D).

**Figure 3:**
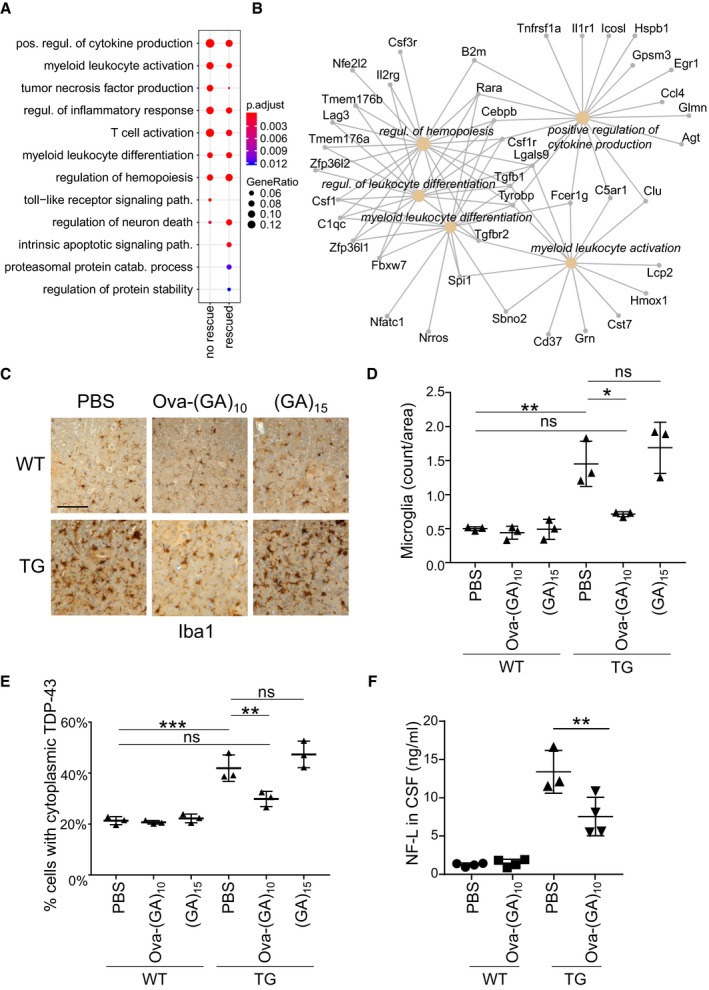
Ova‐GA immunization prevents microglia/macrophage activation, TDP‐43 mislocalization, and neuroaxonal damage AGene ontology analysis of differentially expressed genes in TG‐PBS mice comparing genes significantly rescued by Ova‐(GA)_10_ immunization and non‐rescued genes (absolute log2‐fold change > 0.585, compare Datasets EV1, EV2, EV3 and EV4). The dot size and color represent the fraction of the differentially expressed genes in each category and adjusted *P*‐values, respectively. Mouse number as indicated in Fig 1B.BNetwork of the genes dysregulated in TG‐PBS and significantly rescued in TG‐Ova‐(GA)_10_.C, DAnalysis of microglia/macrophage activation using Iba1 immunohistochemistry from complete spinal cord sections at 1‐mm interval. Dot plot represents mean ± SD from *n* = 3 animals per group. One‐way ANOVA, Tukey's *post hoc* test. **P < 0.01, *P < 0.05, ns not significant. Scale bar indicates 100 μm. *F*_5,12_ = 0.6974, *P* = 0.6357; TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* = 0.0131; TG‐(GA)_15_ vs. TG‐PBS *P* = 0.7650. TG‐PBS vs. WT‐PBS *P* = 0.0018.EThe percentage of cells with partial cytoplasmic mislocalization of TDP‐43 (compare Fig EV5E) was quantified from six images from spinal cord sections at 1‐mm intervals. Dot plot represents mean ± SD from *n* = 3 animals per group. One‐way ANOVA, Tukey's *post hoc* test. **P < 0.01, ***P < 0.001, ns not significant. *F*_5,12_ = 0.6533, *P* = 0.6650; TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* = 0.0096; TG‐(GA)_15_ vs. TG‐PBS *P* = 0.4215.FImmunoassay of NFL level in cerebrospinal fluid. Dot plot represents mean ± SD from *n* = 4 animals per group. One‐way ANOVA, Tukey's *post hoc* test, *F*_3,11_ = 1.911, *P* = 0.1862. **P < 0.01. TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* = 0.0081. Source data are available online for this figure.

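Dataset EV1 lists gene ontology terms of a rescued and a non-rescued cluster, and the genes behind these terms were looked up in the counts. The genes named in the 330 terms of the rescued cluster numbered 127, and those in the 1228 terms of the non-rescued cluster 266, with 0 genes in both. Of the 127 genes, 115 passed both thresholds between TG-PBS and WT-PBS mice in edgeR, and 105 met the rule for rescue used here. All 127 had opposite signs in the comparisons with WT-PBS and with TG-Ova-(GA)10 mice. Their median share of the TG-PBS change that was reversed was 60.6%, with quartiles of 39.8% and 100.5%, and their median log2 fold changes were 0.80 and -0.35. Of the 265 non-rescued genes that could be tested in both comparisons, all passed both thresholds in TG-PBS, and 5 met the rule for rescue. The median share reversed was 10.3%, with quartiles of -1.5% and 24.8%, and the median log2 fold changes were 1.20 and -0.12. Between TG-Ova-(GA)10 and WT-Ova-(GA)10 mice, 31 of the 127 rescued and 189 of the 265 non-rescued genes passed both thresholds. The clusters were chosen by the paper from the same libraries, so their separation here is no independent measurement. From the attenuated immune pathways, the paper goes on to activated microglia/macrophages and measures them by Iba1 immunohistochemistry (Fig 3C and D).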

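The network of Fig 3B shows 40 genes, all of which had enough counts to be tested. Between TG-PBS and WT-PBS mice 39 of them passed both thresholds, 37 higher and 2 lower (Fbxw7 and Glmn). Egr1, with a log2 fold change of 0.48, did not pass the fold threshold. Between TG-Ova-(GA)10 and TG-PBS mice all 40 moved toward the wild-type level, 34 had an adjusted p below 0.05 in edgeR and 9 also passed the fold threshold. Adjusted over the 40 genes alone the number was 40, but the list is the paper's own selection from these libraries. The median log2 fold changes were 1.04 and -0.47. By the rule for rescue used here, 33 genes were rescued. Apart from Tyrobp and Egr1, the genes not counted were Csf1r, Fcer1g, Icosl, Gpsm3 and Agt, with adjusted p of 0.057, 0.093, 0.06, 0.053 and 0.062 in edgeR between TG-Ova-(GA)10 and TG-PBS mice. Some of the 33 calls depended on single mice. With each mouse left out in turn, this adjusted p was below 0.05 in 1 of 7 fits for Zfp36l2. The number was 2 for Csf3r, Cst7, Il1r1, Lag3, Nfatc1 and Tgfbr2. It was 7 for B2m, C5ar1, Fbxw7, Glmn, Grn, Hspb1, Il2rg, Rara and Tnfrsf1a, and 3 to 6 for the other rescued genes. Fbxw7 went from 19.2 ± 2.97 CPM in WT-PBS (SD, n = 4) to 10.7 ± 0.808 CPM in TG-PBS (SD, n = 3) and 17.9 ± 3.76 CPM in TG-Ova-(GA)10 mice (SD, n = 4), where 1 mouse lay apart above the others. Single mice also lay apart from their group in Csf1r, Glmn, Icosl, Il2rg, Lag3, Tgfbr2 and Tmem176b. Cst7 had the largest change in TG-PBS mice, a log2 fold change of 5.20, and fell by 0.57 on the log2 scale in TG-Ova-(GA)10 mice. In TG-Ova-(GA)10 compared with WT-Ova-(GA)10 mice, 17 of the 40 genes passed both thresholds. The interaction of genotype and immunization had an adjusted p below 0.05 in 0 of the 40 genes, and an unadjusted p below 0.05 in 15. Adjusted over the 40 genes alone, 1 gene passed for the interaction, Spi1 (log2 value -1.01).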

**Figure EV5:**
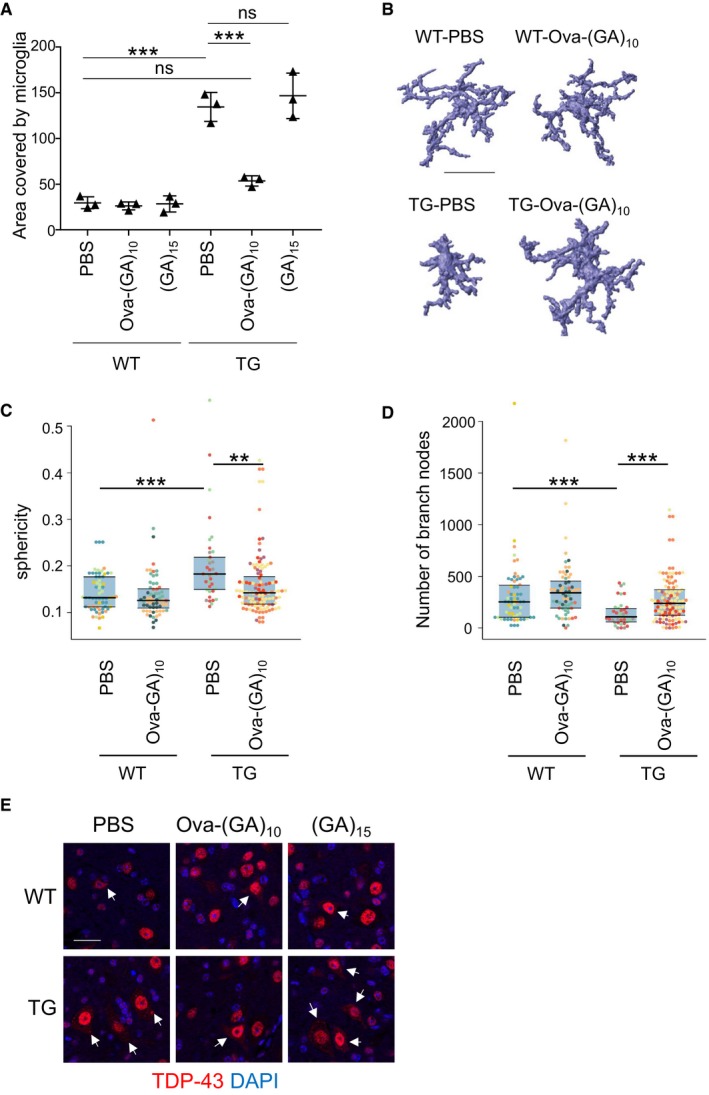
Ova‐(GA)_10_ immunization prevents microglia/macrophage activation and TDP‐43 mislocalization AAnalysis of microglia activation using Iba1 immunohistochemistry by measuring the area of Iba1 staining from complete spinal cord sections at 1‐mm interval. Dot plot represents mean ± SD from *n* = 3 animals per group. One‐way ANOVA, Tukey's *post hoc* test. ***P < 0.001, ns not significant. *F*_5,12_ = 1.201, *P* = 0.3655, TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* < 0.0001, TG‐(GA)_15_ vs. TG‐PBS *P* = 0.8573. TG‐PBS vs. WT‐PBS *P* < 0.0001.B–DAutomated analysis of microglia/macrophage morphology from 100‐μm spinal cord sections stained for Iba1. Example reconstructions in (B). Scale bar indicates 30 μm. Colors in scatter plot indicate the different mice (3–4 mice per groups), blue area covers 25^th^ to 75^th^ percentiles and horizontal lines indicates 25^th^, 50^th^, and 75^th^ percentiles respectively *n* = 35–95 number of microglia analyzed. Kruskal–Wallis test with Benjamini–Hochberg correction. **P < 0.01, ***P < 0.001. (C) Kruskal–Wallis χ^2^ = 29.917, df = 3, *P* = 0.0000014; TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* = 0.0003; WT‐PBS vs. TG‐PBS *P* = 0.000078. (D) Kruskal–Wallis χ^2^ = 28.532, df = 3, *P* = 0.0000028; TG‐Ova‐(GA)_10_ vs. TG‐PBS *P* = 0.00041; WT‐PBS vs. TG‐PBS *P* = 0.00032.ERepresentative immunofluorescence images of endogenous TDP‐43 in the anterior horn of the spinal cord. In TG mice, more neurons show partial cytoplasmic mislocalization of TDP‐43 (arrows). Scale bar indicates 20 μm. Analysis in Fig 3E.

Since poly‐GA triggers modest TDP‐43 phosphorylation and partial cytoplasmic mislocalization of TDP‐43 (Khosravi *et al*, 2017; Lee *et al*, 2017; Schludi *et al*, 2017; Nonaka *et al*, 2018), we next analyzed the effect of immunization on the levels of cytoplasmic TDP‐43 in the spinal cord (Figs 3E and EV5E). While TG‐PBS showed a significant increase in cells with cytoplasmic TDP‐43 compared to control animals, mice immunized with Ova‐(GA)_10_ but not (GA)_15_ showed reduced levels of cytoplasmic TDP‐43 compared to TG‐PBS suggesting anti‐GA antibodies reduce secondary TDP‐43 pathology.

Finally, we analyzed the level of neurofilament light chain (NFL), which is as a biomarker for neuroaxonal damage in ALS and other diseases (Meeter *et al*, 2016; Feneberg *et al*, 2018; Khalil *et al*, 2018). Indeed, we observed significantly reduced level of NFL in CSF of TG‐Ova‐(GA)_10_ suggesting the attenuation of neuroaxonal damage in these mice (Fig 3F). Taken together, Ova‐(GA)_10_ vaccination partially prevented neurodegeneration, reducing TDP‐43 mislocalization and microglia/macrophage activation in poly‐GA mice.

## Discussion

We show that poly‐GA vaccination is safe and effective in a *C9orf72* mouse model. An immunogenic carrier protein such as ovalbumin can greatly enhance immunogenicity of poly‐GA and can drive a high‐level antibody response that would be difficult to maintain with regular intravenous injection of monoclonal antibodies. Presymptomatic poly‐GA vaccination reduces inclusions and largely prevents TDP‐43 mislocalization, neuroinflammation, neuroaxonal damage, and motor deficits in GA‐CFP mice suggesting vaccination is a promising prevention strategy in the long prodromal phase of *C9orf72* ALS/FTD.

### Antigenicity and side effects

The humoral immune system has evolved to combat viruses and bacteria and strongly responds to other similar sized particles. This may explain why vaccination with aggregated full‐length Aβ without carrier protein in the AN‐1792 formulation was highly immunogenic (Schenk *et al*, 1999; Lee *et al*, 2005). We tested the antibody response using pre‐aggregated (GA)_15_, which would avoid use of carrier proteins that may cause unwanted side effects. However, even repeated boosting did not trigger any antibody response and showed no beneficial effects on motor function and histopathology. Since previous immunizations with soluble GST‐(GA)_15_ antigen resulted in only very weak antibody responses in rabbits (Mori *et al*, 2013), we covalently coupled (GA)_10_ to maleimide‐activated ovalbumin resulting in a multivalent antigen (5:1–15:1 ratio) that we also used to generate monoclonal antibodies (Mackenzie *et al*, 2013). Indeed, immunization with Ova‐(GA)_10_ using an extended boosting regimen resulted in high antibody titers in GA‐CFP as well as wild‐type mice.

The high antibody titers of ~ 400 μg/ml would be difficult to maintain over prolonged time periods using intravenous injection of monoclonal antibodies, which typically results in 100–200 μg/ml serum levels that drop sharply within weeks in humans (Sevigny *et al*, 2016; Landen *et al*, 2017). Low antibody trough levels and development of anti‐drug antibodies are known to limit the long‐term efficacy of antibody therapy in oncology and inflammatory diseases (Mazor *et al*, 2014; Kverneland *et al*, 2018). For neurodegenerative disease, the poor delivery across the blood–brain barrier is rate‐limiting. Antibody engineering can increase antibody delivery from ~ 0.05 to 0.5% (Yu *et al*, 2014). Thus, maintaining high antibody levels is likely superior to intermittent i.v. antibody administration even using the best available methods to enhance blood–brain barrier delivery.

The safety profile of life‐long administration of highly immunogenic carriers will need to be investigated before widespread application. We noticed no adverse effects such as T‐cell infiltration or other signs of meningoencephalitis, but unfortunately experiments in mice cannot sufficiently predict the T‐cell response in humans (Schenk *et al*, 1999; Orgogozo *et al*, 2003).

### Mode of action

So far, active vaccination in neurodegenerative diseases has often served as an entry point for passive immunotherapy, but given a good safety profile, active vaccination would be ideal for prevention. Benefits of preventive vaccination have been first reported in Aβ mouse models (Schenk *et al*, 1999) and later in α‐synuclein mice (Masliah *et al*, 2005) and Tau transgenic mice (Asuni *et al*, 2007; Boimel *et al*, 2010) and rats (Kontsekova *et al*, 2014). In contrast to the side effects of Aβ vaccination in humans, repeated active immunization with a peptide vaccine targeting Tau showed no adverse events in a phase 1 trials (Novak *et al*, 2017, 2018b). Cytoplasmic aggregates of Tau and α‐synuclein have also been successfully targeted by antibodies, but the mode of action is still under debate (Masliah *et al*, 2011; Yanamandra *et al*, 2013; Games *et al*, 2014; El‐Agnaf *et al*, 2017; Congdon & Sigurdsson, 2018). Antibodies may prevent seeding and cell‐to‐cell transmission as shown for Tau (Rajamohamedsait *et al*, 2017; Albert *et al*, 2019).

Our data that anti‐GA vaccination predominantly reduces microglia‐mediated neuroinflammation suggest that the resulting antibodies may bind and neutralize secreted poly‐GA. We had previously shown that monoclonal anti‐GA antibodies can reduce poly‐GA uptake and seeding of patient brain extracts (Zhou *et al*, 2017). Alternatively, antibody uptake may enhance lysosomal or proteasomal degradation, for example, via the intracellular Fc‐receptor TRIM21 (Mallery *et al*, 2010; McEwan *et al*, 2017), which may reduce neuronal stress signals that trigger harmful microglia/macrophage activation. Our transcriptome analysis confirms that transgenic poly‐GA expression induces neuroinflammation and Ova‐(GA)_10_ immunization attenuated several immune pathways. Our finding that anti‐GA vaccination also rescues the level of cytoplasmic TPD‐43 suggests that targeting a single component may be sufficient to delay or even stop disease progression in *C9orf72*‐associated ALS/FTD. Importantly, TDP‐43 aggregation has also been linked to microglia activation (Swarup *et al*, 2011; Zhao *et al*, 2015).

### Prevention vs. therapy

Familial variants of neurodegenerative diseases offer the unique chance for true disease prevention until somatic gene editing may allow a genetic cure in the future. With the rise of genetic testing in ALS/FTD patients, an increasing number of relatives become aware of their high disease risk and are eagerly looking for therapeutic options. Preventive treatment with antisense oligonucleotides ameliorated disease in *C9orf72* mouse models but would require regular intrathecal injection (Jiang *et al*, 2016; Gendron *et al*, 2017). Moreover, reaching a sufficient dose throughout the human brain will be far more difficult than targeted therapy of the spinal cord in spinal muscular atrophy (Chiriboga *et al*, 2016). Although current poly‐GA models suggest that poly‐GA is not sufficient to mimic the complete pathophysiology of ALS/FTD in mice (Zhang *et al*, 2016; Schludi *et al*, 2017), targeting poly‐GA may be sufficient to prevent ALS/FTD, which should be tested in *C9orf72* BAC mice in the future (Jiang *et al*, 2016; Liu *et al*, 2016). Importantly, immunotherapy reduces poly‐GA‐dependent TDP‐43 pathology in our mouse model. Taken together, active vaccination is a promising approach to reduce disease severity or even prevent ALS and FTD in people carrying the *C9orf72* mutation and highlights the importance poly‐GA‐induced neuronal damage and microglia/macrophage activation.

## Materials and Methods

### Mice and immunization

(GA)_149_‐CFP‐expressing transgenic (TG) mice from C57BL/6J background have been characterized in detail (Schludi *et al*, 2017). For genotyping, mice genomic DNA was prepared using Hot Sodium Hydroxide and Tris (HotSHOT) method as described previously (Truett *et al*, 2000). Genotyping PCR was performed using the primers 5′‐tccaggagcgtaccatcttc‐3′ and 5′‐gtgctcaggtagtggttgtc‐3′. The presence of the full‐length transgene was confirmed with PCR amplification (Expand Long Template PCR System, Roche, 5′‐gatccaagcttgccaccatg‐3′ and 5′‐tctagctctgccactccaag‐3′) and sequencing.

Immunization followed the protocol for generation of mouse monoclonal anti‐GA antibodies (Mackenzie *et al*, 2013) with additional boosting immunizations (prime‐boost regimen as in Fig 1A). For the first immunization, 40 μg Ova‐(PEG)_3_‐(GA)_10_ or (GA)_15_ (Peptide Specialty Laboratories GmbH, Heidelberg) was mixed with 5 nmol CpG ODN 1668 oligonucleotide (Enzo Life Science) in 200 μl PBS and 250 μl incomplete Freund's adjuvant and injected half‐half intraperitoneally (i.p.) and subcutaneously (s.c.) at 8 weeks of age. The control group (PBS) received injection of 200 μl PBS and 250 μl incomplete Freund's adjuvants together with 5 nmol CpG ODN 1668. For the five consecutive booster immunizations, 40 μg Ova‐(PEG)_3_‐(GA)_10_ or (GA)_15_ was mixed with 5 nmol CpG ODN 1668 in 500 μl PBS and was injected half‐half i.p. and s.c. at weeks 12, 16, 20, 24, and 28 (see Fig 1A). The control group (PBS) received injection of 495 μl PBS together with 5 nmol CpG ODN 1668. Nine to 11 animals with similar gender ratio per group were included in the study.

Animal handing and animal experiments were performed in accordance with institutional guidelines approved by local animal laws and housed in standard cages in pathogen‐free facility on a 12‐h light/dark cycle with *ad libitum* access to food and water.

### Beam walk test

Mice were placed on a wooden beam (round surface, length 58 cm, diameter 8 mm) and had 1 min to cross the beam. The measurement was completed when the mice reached the end of the stick, they dropped down, or the time ran out. For the statistical analysis, failed attempts were set to 1 min. The experimenters were blind to the genotype, and trials were video‐documented for the analysis. Starting at the age of 9 weeks old, the assay was repeated weekly with two consecutive trials. Results from two consecutive weeks (four total runs) were averaged for analysis.

### Serum and CSF collection and tissue harvesting

At 7, 9, 13, 17, 21, 25, and 29 weeks of age, blood was taken and incubated 15 min at room temperature. Serum was collected by centrifugation (13,000 *g* for 10 min at 4°C) and snap‐frozen on dry ice. After the behavior experiments, animals were anesthetized by intraperitoneal administration of medetomidine (0.5 mg/kg) + midazolam (5 mg/kg) + fentanyl (0.05 mg/kg). Cerebrospinal fluid (CSF) was collected from the cisterna magna according to the previously published methods (Schelle *et al*, 2017). Transcardial perfusion was performed with cold phosphate‐buffered saline (PBS). Tissue was either stored at −80°C for biochemical analysis or formalin‐fixed for 24 h for immunohistochemistry analysis. For spinal cord tissue, an additional decalcification step with 5% formic acid for 48 h after formalin fixation was performed. For the microglia morphology study, thoracic segments T1–T7 were dissected after formalin fixation.

### Primary antibodies

Antibodies to poly‐GA (1:500, Proteintech, 24492‐1‐AP), GFP (1:1,000, Clontech, 632592), Iba1 (1:500, Wako, 091‐19741), TDP‐43 (1:500, Proteintech, 10782‐2‐AP), calnexin (1:3,000, Enzo Life Science, SPA‐860F), CD3 (eBioscience, 17A2), anti‐CD4 (clone: RM4‐5, eBioscience), CD8 (eBioscience, 53‐6.7), CD19 (eBioscience, eBio1D3), CD45 (eBioscience, 30‐F11), and CD11b (eBioscience, M1/70) are commercially available. In addition to our previous anti‐GA clone 5F2 (purified mouse monoclonal, biotinylated 1:1,000, Sulfo‐Tagged 10 ng/μl) used for immunoassay, we used clone 1A12 established from the same immunization (Mackenzie *et al*, 2013), which shows superior staining specificity (mouse monoclonal, IgG1, WB 1:50, IHC 1:100).

### Antibody titer ELISA

To measure the antibody titer, Nunc MaxiSorp™ flat‐bottom 96‐well plates were incubated with recombinant GST‐(GA)_15_ produced in E. coli (Mori *et al*, 2013) in PBS overnight at 4°C. After 1 h incubation in blocking solution (1% BSA, 0.05% Tween 20 in PBS), samples (predilute 1:100 or 1:100,000) were added for 1 h. After three washes with 0.05% Tween 20 in PBS, anti‐GA antibodies were detected with anti‐mouse HRP. 3,3′,5,5′‐Tetramethylbenzidine (Sigma) was used as chromogenic substrate. After stopping the reaction with 2M H_2_SO_4,_ the absorbance was read at 450 nm. Serial dilution of purified mouse monoclonal anti‐GA clone 1A12 was used to generate a standard curve for absolute quantification. Two technical replicates were measured for each sample.

### DNA constructs, Cell culture, transfection, immunofluorescence, and immunoblot

ATG‐initiated epitope‐tagged synthetic expression constructs for GA_175_‐GFP, GA_149_‐myc, GP_47_‐GFP, GFP‐GR_149_, PA_175_‐GFP, and PR_175_‐GFP in pEF6/V5‐His vector were described previously (May *et al*, 2014; Schludi *et al*, 2015; Zhou *et al*, 2017).

HEK293FT cells were transfected using Lipofectamine 2000 (Thermo Scientific) according to the manufacturer's instruction and cultivated with DMEM containing 10% FCS and penicillin/streptomycin. For immunofluorescence, cells were fixed with 4% paraformaldehyde and 4% sucrose for 10 min and stained with the indicated antibodies in GDB buffer (0.1% gelatin, 0.3% Triton X‐100, 450 mM NaCl, 16 mM sodium phosphate pH 7.4). Images were taken using an LSM810 confocal laser scanning system (Carl Zeiss) with 40× or 63× oil immersion objectives.

For immunoblotting, samples were prepared as described previously (May *et al*, 2014) and separated on 10–20% tricine protein gels (Thermo Fisher) and transferred to PVDF membranes. Membranes were blocked with 0.02% I‐block in PBS with 0.2% Triton X‐100 for 1 h and then incubated with the respective antibodies overnight at 4°C. After washing with TBST, membranes were incubated with anti‐mouse HRP antibody for 1 h at RT. After washing with TBST, signals were developed with ECL (Thermo) and detected with Super RX Fuji medical X‐Ray film (Fujifilm).

### Transcriptome analysis

We isolated RNA from thoracic segments T8–T13 of spinal cord from WT and GA‐CFP mice immunized with PBS or OVA‐(GA)_10_ using Direct‐zol RNA MicroPrep (Zymo Research), generated libraries using the mRNA SENSE kit V2 from Lexogen (Vienna, Austria) essentially according to the manufacturer's instructions and performed 100 bp single‐read sequencing on a Illumina HiSeq1500 (Illumina, San Diego CA, USA). Reads were aligned to the mouse genome (mm10) using STAR (Version 2.5.2b‐0) (Dobin *et al*, 2013) supplied with the UCSC gene models obtained from iGenomes. Count tables were generated using HTSeq‐count (Version 1.0.0), and differential expression for WT‐OVA vs. WT‐PBS, TG‐PBS vs. WT‐PBS, and TG‐OVA vs. TG‐PBS was performed using DESeq2 (Version 2.11.40.6) (Love *et al*, 2014) in Galaxy (full expression analysis is presented in Datasets EV2, EV3 and EV4; Afgan *et al*, 2018). Genes with adjusted *P*‐values below 0.05 and absolute log_2_‐fold change higher than 0.585 (1.5‐fold change) were used for gene ontology analysis using clusterProfiler (version 3.12) (Yu *et al*, 2012). A manual selection of meaningful and highly significantly enriched GO categories is shown in Fig 3A. The full data are presented in Dataset EV1.

### Flow cytometry analysis

Fresh spleens were transferred to Hank's balanced salt solution, homogenized and filtered through 40‐μm cell strainers. Erythrocytes in spleens were lysed using isotonic ammonium chloride buffer. Splenocytes were stained according to the manufacturer's protocol and were measured on a BD FACSverse flow cytometer (BD Biosciences) and analyzed using FlowJo 10.4 software (Treestar).

### Poly‐GA immunoassay

The poly‐GA immunoassay was performed to measure insoluble poly‐GA in the spinal cord of GA‐CFP mice as described previously with modifications (Schludi *et al*, 2017). Mouse spinal cord samples were homogenized in 1 ml of RIPA buffer (137 mM NaCl, 20 mM Tris pH 7.5, 10% glycine, 1% Triton X‐100, 0.5% Na‐deoxycholate, 0.1% SDS, 2 mM EDTA, protease and phosphatase inhibitors, benzonase nuclease) using homogenizer (Precellys). Samples were incubated with shaking at 4°C for 20 min and centrifuged at 13,000 *g* for 10 min at 4°C. To avoid cross‐contamination between soluble and insoluble fractions, pellets were resuspended in 1 ml RIPA, re‐homogenized, and re‐centrifuged. The RIPA‐insoluble pellets were sonicated in RIPA buffer containing 3.5 M Urea (U‐RIPA), and protein concentration was determined by Bradford assay. Streptavidin Gold multi‐array 96‐well plates were incubated with biotinylated anti‐GA clone 5F2 overnight at 4°C and blocked with 1% BSA, 0.05% Tween 20 in PBS for 1 h. Equal amounts of samples were added in duplicate wells for 1.5 h, followed by 1.5 h incubation with the secondary MSD‐labeled α‐GA clone 5F2. Serial dilution of recombinant GST‐(GA)_15_ in blocking buffer was used to generate a standard curve. The intensity of emitted light upon electrochemical stimulation was measured using the MSD QuickPlex 520, and the background was corrected by the average response obtained from blank wells.

### Microglia morphology analysis

Automated morphological analysis of microglia in spinal cord was reported previously (Heindl *et al*, 2018). Free floating staining of 100‐μm‐thick vibratome sections of spinal cord were blocked and incubated with anti‐Iba1 for 36 h. After intensive wash, sections were incubated with secondary antibody anti‐rabbit coupled to Alexa Fluor 594. Nuclei were stained with DAPI. Sections were mounted with VECTASHIELD^®^ Hardset™ Antifade Mounting Medium. Images were acquired using a Zeiss confocal microscope with 40× magnification (objective: EC Plan‐Neofluar 40×/1.30 Oil DIC M27) with an image matrix of 1,024 × 1,024 pixel, a pixel scaling of 0.2 × 0.2 μm, and a depth of 8 bit. Confocal images were collected in *Z*‐stacks with a slice distance of 0.4 μm. Images were processed using a MATLAB implemented processing pipeline as described previously.

### Patient tissue, immunohistochemistry, and quantitative analysis

All patient materials were provided by the Neurobiobank Munich and Ludwig‐Maximilians‐University (LMU) Munich and approved by the ethical committee of Ludwig‐Maximilians‐University (LMU) Munich. All subjects and the experiments were confirmed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Informed consent was obtained from all subjects.

Immunohistochemistry staining was performed on 5‐μm‐thick paraffin‐embedded tissue sections. After deparaffinization and dehydration, heat‐induced antigen retrieval was performed with citrate buffer (pH 6) for 20 min in the microwave. Afterward, the slides were blocked and incubated with primary antibody overnight at 4°C. The slides were washed and detected by the DCS supervision 2 Kit (DCS innovative diagnostic‐system) according to the manufacturer's instructions. Iba1 staining was performed with the Ventana BenchMark XT automated staining system (Ventana) using the UltraView Universal DAB Detection Kit (Roche). Bright‐field images were taken on Leica DMi8 fluorescence microscope (Leica). Peptide blocking assay was performed as described previously (Mori *et al*, 2013) by preincubating mouse serum with 0.1 μg/μl GST‐(GA)_15_ or GST at 4° for 1 h.

Quantification was performed using ImageJ software. For quantitative analysis of poly‐GA aggregates in the spinal cord, images were analyzed from spinal cord sections at 1‐mm intervals from *n* = 3–4 mice per group, and all positively stained cells were manually counted. For quantitative analysis of microglia number from immunohistochemistry stainings, the Image Analysis Toolbox was used according to the developer's instructions (Shu *et al*, 2013).

### Statistical analysis

Blood sampling and immunization were performed in a random order. Sample distribution for immunoassay was randomized. Application of antibodies for immunohistochemistry staining or immunofluorescent staining was performed in a randomized order. Investigators were blinded to genotype during data collection by the use of a number code for each animal or human subject.

Statistical analysis was performed using R and RStudio (R Core Team, 2018) or Prism 7 (GraphPad Software, Inc.). We used one‐way ANOVA with Turkey correction to compare more than two groups. Data distributions were checked for normality by the Shapiro–Wilk test, and homogeneity of variances was checked by the F‐test or the Brown–Forsythe test. When these were violated, non‐parametric tests were used with Kruskal–Wallis test with Benjamini–Hochberg correction. Wilcoxon rank sum test with continuity correction was applied for group comparisons.

## Author contributions

QZ and NM designed, performed, and interpreted the immunization study with technical help from MM and DF. SP collected CSF samples from mice. BN, MC, and CS performed and interpreted the biomarker studies. CH supervised biomarker study and provided technical resources. SH, SR, and AL performed and interpreted the analysis of microglia morphology and helped with flow cytometry. AG, SK, and HB performed RNA‐seq and helped with the data analysis. RF generated anti‐GA clone 1A12. TA provided human tissue and supervised neuropathological analysis and interpreted results. DE designed and interpreted the study and helped with data analysis. DE and QZ wrote the manuscript with input from all authors.

## Conflict of Interest

Q.Z., N.M., and D.E. are inventors on a patent application filed for poly‐GA vaccination targeting *C9orf72* ALS/FTD. C.H. is the chief consultant of ISAR Bioscience.

**The paper explained**

**Problem**

The poor results of clinical trials in amyotrophic lateral sclerosis (ALS) and other neurodegenerative disease suggest we still lack a basic understanding of causality. The key disease mechanisms may change during disease progression, and halting further neuron loss has not been achieved and may not even improve the symptoms and survival. About 10–20% of patients with ALS and 40–50% of patients' frontotemporal dementia (FTD) show a Mendelian pattern of inheritance and with the advent of genetic testing of patients many relatives at risk ask for preventive options. The most common known mutation found in about ~ 10% of patients in Europe and the United States is a (G_4_C_2_)_*n*_ repeat expansion in the non‐coding region of *C9orf72*. Sense and antisense repeat transcripts are translated in all reading frames into five aggregating dipeptide repeat (DPR) proteins that form predominantly neuronal cytoplasmic inclusions that are detectable many years prior to disease onset. In animal models, gain‐of‐function mechanisms are clearly the main drivers of pathogenesis, but it is unclear what ultimately triggers symptomatic disease characterized by regional TDP‐43 pathology and neurodegeneration. We have previously shown that DPRs are transmitted between cells and asked whether antibody therapy that potentially target extracellular DPR species could be used for prevention or therapy of *C9orf72* ALS/FTD.

**Results**

We immunized a transgenic mouse model expressing the most abundant DPR protein, poly‐GA, using two different vaccine formulations to induce anti‐GA antibodies *in vivo*. Only ovalbumin‐coupled (GA)_10_ but not (GA)_15_ induced a high‐titer antibody response (> 400 μg/ml) in a prime/boost regimen without side effects. Treated mice showed less poly‐GA aggregation and cytoplasmic mislocalization of TDP‐43. Importantly, vaccination with Ova‐(GA)_10_ largely prevented motor symptoms and microglia/macrophage activation *in vivo*. In addition, TDP‐43 mislocalization and levels of neurofilament light chain, a biomarker for neuroaxonal damage, were reduced by Ova‐(GA)_10_ immunization suggesting improved neuronal health.

**Impact**

We show that poly‐GA immunotherapy may prevent onset of ALS and FTD in *C9orf72* mutation carriers by inhibiting protein aggregation and microglia/macrophage activation. Coupling poly‐GA peptides with a carrier protein greatly enhanced immunogenicity of poly‐GA leading to very high antibody titers that would be difficult to maintain with regular i.v. administration. Early treatment of *C9orf72* mutation carriers with a safe and effective poly‐GA vaccine may prevent transition from the prodromal DPR‐dominated disease stage to the symptomatic disease associated with TDP‐43 pathology. In addition, our data support development of passive immunotherapy with monoclonal antibodies.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following database: RNA‐seq data: Gene Expression Omnibus GSE138413 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138413).

# Supplementary material for: Active poly‐GA vaccination prevents microglia activation and motor deficits in a C9orf72 mouse model
**Source:** EMBO Mol Med. 2019 Dec 20;12(2):e10919. doi: 10.15252/emmm.201910919
**Supplement:** Supplementary file 1 — Appendix

# **Active poly-GA vaccination prevents microglia activation and motor deficits in a *C9orf72* mouse model**

Qihui Zhou, Nikola Mareljic, Meike Michaelsen, Samira Parhizkar, Steffanie Heindl, Brigitte Nuscher, Daniel Farny, Mareike Czuppa, Carina Schludi, Alexander Graf, Stefan Krebs, Helmut Blum, Regina Feederle, Stefan Roth, Christian Haass, Thomas Arzberger, Arthur Liesz, Dieter Edbauer

Running title: Poly-GA vaccination in C9orf72 ALS/FTD

Key words: ALS, FTD, *C9orf72*, neurodegeneration, immunotherapy

## **Table of contents**

### **Supplemental Tables**

**Table S1:** Statistical analysis for anti-GA response in Fig. 1B

**Table S2:** Statistical analysis for beam walk test in Fig. 2A

## Supplemental Tables

**Table S1**

Statistical analysis for anti-GA response in Fig. 1B

| Age (weeks) | Group                               | P value |
|-------------|-------------------------------------|---------|
| 7           | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | >0.9999 |
| 9           | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | >0.9999 |
| 13          | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | 0.8286  |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | 0.8464  |
| 17          | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | <0.0001 |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | <0.0001 |
| 21          | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | <0.0001 |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | <0.0001 |
| 25          | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | <0.0001 |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | <0.0001 |
| 29          | TG-PBS vs WT-PBS                    | >0.9999 |
|             | TG-Ova-(GA) <sub>10</sub> vs WT-PBS | <0.0001 |
|             | TG-Ova-(GA) <sub>10</sub> vs TG-PBS | <0.0001 |

**Table S2**

Statistical analysis for beam walk test in Fig. 2A

|          | TG-PBS vs WT-PBS | TG-OVA-(GA) <sub>10</sub> vs WT-PBS | TG OVA-(GA) <sub>10</sub> vs TG-PBS | TG-(GA) <sub>15</sub> vs WT-PBS |
|----------|------------------|-------------------------------------|-------------------------------------|---------------------------------|
| 9 weeks  | 0.8730014        | 0.914881408                         | 0.660597254                         | 0.282132                        |
| 11 weeks | 0.544982788      | 0.544982788                         | 0.971550741                         | 0.607581                        |
| 13 weeks | 0.412916226      | 0.412916226                         | 0.711801435                         | 0.412916                        |
| 15 weeks | 0.010732991      | 0.043912676                         | 0.297386709                         | 0.041121                        |
| 17 weeks | 0.00405365       | 0.018344738                         | 0.164924499                         | 0.010073                        |
| 19 weeks | 0.003147226      | 0.481335516                         | 0.021661226                         | 0.002403                        |
| 21 weeks | 0.001395696      | 0.032603915                         | 0.029964124                         | 0.001396                        |
| 23 weeks | 0.005474251      | 0.008110434                         | 0.103991363                         | 0.00811                         |
| 25 weeks | 0.003995691      | 0.066337767                         | 0.073134623                         | 0.001266                        |
| 27 weeks | 0.005370445      | 0.12551599                          | 0.01600375                          | 0.00537                         |
| 29 weeks | 0.001353034      | 0.022590417                         | 0.01546881                          | 0.001353                        |
| 31 weeks | 0.00170716       | 0.084476449                         | 0.026083767                         | 0.001707                        |

How the deposited data were processed for this re-analysis (not part of the article)

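Spinal cord RNA was sequenced from 15 mice aged 32 weeks, 4 WT-PBS, 4 WT-Ova-(GA)10, 3 TG-PBS and 4 TG-Ova-(GA)10, and each library comes from 1 mouse. The authors aligned single reads to the mouse genome build mm10 with STAR, using gene models from UCSC, and counted reads per gene symbol with HTSeq-count, so the deposited values are raw counts without normalization. The 5 summary totals that HTSeq-count writes after the genes (reads outside genes, alignments at several places and others) were left out of the gene tables and used only to compare libraries. Reads that align at several places were not counted on genes by the authors. The paper names the Lexogen SENSE kit for the libraries and the sample labels name an Illumina TruSeq kit, so the kit is not settled here. Groups were assigned from the sample labels. The mouse numbers differ between all groups, so no pairing of mice was used.

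The totals were 6567474 to 15357364 reads on genes per mouse (median 12023423). The spread between mice was 4.128 to 42.19 times the variance of counting (chi-square per degree of freedom over 21 pairs of mice of the same group), so errors are given as SD between mice. Of the 24421 genes, 23889 were matched to an Entrez identifier and 24042 (98.4%) to a transcript length and GC content from the reference annotation. Gene positions are from the same annotation.

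Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each pair of groups was fitted on its own, as the base means in Datasets EV2 to EV4 differ between comparisons for the same gene. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), normalized with TMM and compared with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and the thresholds were those of the paper, an adjusted p below 0.05 and an absolute log2 fold change above 0.585. A gene was counted as rescued when it passed both thresholds between TG-PBS and WT-PBS mice and had an adjusted p below 0.05 with the opposite sign between TG-Ova-(GA)10 and TG-PBS mice, because the legend of Fig 3A gives a fold threshold without naming the comparison it applies to, and Fig 3B includes Grn and Tyrobp, which are below it in Dataset EV4. The rule therefore has no fold threshold in the latter comparison. The share reversed is minus the log2 fold change between TG-Ova-(GA)10 and TG-PBS mice divided by that between TG-PBS and WT-PBS mice, as a median over genes. The interaction of genotype and immunization was tested in a fit of all 4 groups without a fold threshold. TG-Ova-(GA)10 and WT-Ova-(GA)10 mice were also compared. Standard errors are the absolute log2 fold change divided by the square root of the test's F value.

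Expression values are CPM from edgeR (counts scaled to library size) after TMM normalization over the 15 mice, and log2 CPM values were made with a prior count of 2. Gene sets were the mouse Reactome sets supplied with fgsea 1.28.0 (1457 sets), tested with camera of limma 3.58.1 on sets of 15 to 500 tested genes with an inter-gene correlation of 0.01. Gene ontology was not analysed here. Library measures were compared with exact two-sided permutation tests over 20 comparisons. Named genes are those the paper's results name, 7 complement genes, the genes of Fig 3B, genes whose proteins the paper measured, genes that check the samples (sex-linked and lymphocyte genes), and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap. The cytokine and chemokine list was made by symbol.

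The alternatives were DESeq2 size factors in edgeR, upper-quartile normalization, DESeq2 1.42.0 with and without its beta prior, no filter on low counts, a minimum of 10 counts in every mouse, all 4 groups in one fit, glmTreat against a 1.5-fold change, offsets for GC content and transcript length (loess with span 0.3 and degree 1), a covariate of sex-linked expression, 1 surrogate variable from sva 3.50.0, no fold threshold, a fold threshold in both comparisons or either sign for rescue, genes chosen without the TG-PBS mouse on which their share was measured, and each mouse left out in turn. For gene sets they were a correlation estimated for each set, a correction for GC content and length, and sets of 10 to 200 genes. A robust quasi-likelihood fit and the fit of all 4 groups with each mouse left out were added after seeing the data.

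The methods were tested on simulated data with the depth of these libraries, the spread of the TG-PBS and WT-PBS mice and 3 mice against 4. Of 200 changed genes edgeR called 90.5%, with 11 unchanged genes called among 14744. The changes of these 200 genes were all above the fold threshold and in genes above a minimum CPM. The share of smaller changes that is found was not measured. The same share was called with all 4 groups in one fit, with 9 unchanged genes called among 14838. Every simulated mouse had the same spread, so this does not cover a mouse that widens the shared spread. DESeq2 with the beta prior called 77.5%, and the slope of its estimated on the simulated log2 fold changes was 0.645. This slope does not carry over to the real data. Over the genes listed in Datasets EV3 and EV4, the paper's log2 fold changes were a median of 0.91 and 0.92 of those of edgeR. When a GC trend was put into one group, 3857 unchanged genes were called without offsets and 16 with them. A simulated reversal of 50% gave a median share of 0.494 with 125 rescued genes, and no reversal gave 0.016 with 1 rescued gene. The interaction test called 60 genes under the simulated reversal. Camera called 3 of 3 moved sets, and 0 sets when none was moved. The simulated genes were independent of each other, so this does not show how many sets camera calls when genes are correlated.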

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

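All tests in this part were chosen as tests of an explanation only after the result was seen, apart from the count of other splits of the mice. The GC and length offsets and the covariate of sex-linked expression were themselves settings fixed before the data were examined. In groups of 4 mice, a mouse was set apart when its gap to the nearest other mouse took up more of the range of the group than 95% of groups of 4 values would show. The 3 TG-PBS mice were not tested in this way. Among 18 groups of library measures 1 had such a mouse, against 0.9 by chance. Among 270 groups of named genes 21 had one, against 13.5 by chance.

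For alignments at several places per read on genes, WT-Ova-(GA)10 mouse 269 was the highest, with a gap of 0.953 of the range. This library is also the smallest, with 6567474 reads on genes.

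Among complement genes, WT-PBS mouse 276 was highest in C3 (gap of 0.892 of the range) and WT-PBS mouse 287 highest in C4b (0.882). Among genes of Fig 3B, WT-Ova-(GA)10 mouse 262 was lowest in Tmem176b (0.851), Csf1r (0.831) and Tgfbr2 (0.887) and highest in Fbxw7 (0.891) and Glmn (0.857). WT-Ova-(GA)10 mouse 269 was highest in Lag3 (0.840). WT-PBS mouse 284 was lowest in Csf1r (0.891) and WT-PBS mouse 276 lowest in Glmn (0.915). TG-Ova-(GA)10 mouse 265 was lowest in Il2rg (0.920), mouse 282 highest in Fbxw7 (0.916) and mouse 275 highest in Icosl (0.912). In Thy1, TG-Ova-(GA)10 mouse 282 was lowest (0.846). Among cytokine genes, WT-Ova-(GA)10 mouse 274 was lowest in Ccl3 (0.885) and WT-PBS mouse 284 lowest in Cxcl10 (0.967). WT-PBS mouse 276 was highest in Cd8b1 (0.871) and in Kif18b (0.877). Tgtp2 was highest in WT-Ova-(GA)10 mouse 269 (0.849) and in TG-Ova-(GA)10 mouse 275 (0.937). In Htr2b the gap was 1.000 for WT-Ova-(GA)10 mouse 273, which had 1 count where the others had 0. Cd8b1 had 3 to 5 counts in the WT-PBS mice, so there a single read moves the rank.

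A difference in GC content and length trends between libraries is a candidate explanation for single mice that stand apart. After a correction for these trends, 25 of the 270 groups had a mouse apart, 13 of them the same groups as before, so the number did not fall to the 13.5 that chance gives. Before the correction for GC content and length, WT-Ova-(GA)10 mouse 262 stood apart 5 times and WT-PBS mouse 276 stood apart 4 times. Each other tested mouse stood apart at most 3 times, with library measures counted as well. The genes are not independent of each other. The design gives no condition that separates single mice of a group, so no biological explanation was tested.

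TG-Ova-(GA)10 and WT-Ova-(GA)10 mice are not compared in the paper's text, and 406 of 14638 genes passed both thresholds between them in edgeR, 363 higher and 43 lower in TG-Ova-(GA)10 mice. The groups did not overlap in 404 of the 406 genes, and over all tested genes 10.0% were without overlap, against 2.9% by chance. Cst7 had a log2 fold change of 5.24 (adjusted p = 1.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atp6v0d2 had 1 to 2 counts in WT-Ova-(GA)10 and 46 to 96 in TG-Ova-(GA)10 mice. With GC and length offsets 492 genes passed, 389 of them among the 406, and with a covariate of sex-linked expression 456 passed, 310 of them among the 406. Neither the GC trend nor the sex of the mice, taken alone, removed the difference. Of the 35 splits of these 8 mice, 1, the real one, gave as many genes, and the largest other split gave 8. At an unadjusted p below 0.05, 4 of the 35 splits gave as many genes. Without 1 mouse the count went from 292 to 745 over 8 fits. The libraries of the groups differed in alignments at several places per read on genes (0.614 ± 0.0274 in TG-Ova-(GA)10 against 0.747 ± 0.0375 in WT-Ova-(GA)10, SD, n = 4 each, exact two-sided permutation p = 0.029, adjusted 0.097 over 20 comparisons). The share of reads on the 10 genes with most reads also differed (7.70% ± 0.113 against 8.61% ± 0.557, SD, same exact test, p = 0.029, adjusted 0.097), and reads outside genes less so (p = 0.057, adjusted 0.14). Of the genes called between TG-PBS and WT-PBS mice, 306 were among the 406, all with the same sign, and those libraries, from other mice, did not show these differences (exact two-sided permutation p = 0.37, 0.49 and 0.26). Whether the library differences affect the remaining genes was not tested, so for these the genotype and the libraries cannot be told apart.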

How the results depend on the processing

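The alternatives were fixed before the data were examined, apart from the robust quasi-likelihood fit and the fits of all 4 groups with each mouse left out, which were chosen after seeing the data. No paired analysis was possible because the groups share no mouse numbers. No count of rescued genes and no share reversed was computed with glmTreat, and Ccl4 has no value between TG-PBS and WT-PBS mice with a minimum of 10 counts in every mouse.

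Between WT-Ova-(GA)10 and WT-PBS mice 0 genes passed under each of the 12 other settings with all mice and in the 8 fits that each left out one mouse, with 20 to 1036 and 175 to 1435 genes at an unadjusted p below 0.05. DESeq2 size factors, upper-quartile normalization, both filters, the covariate of sex-linked expression and the robust fit kept within 1.5 times its value each count of genes that was computed with them; the cytokine and chemokine genes were not counted with the covariate, the surrogate variable or the robust fit, nor the interaction with the robust fit.

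For TG-Ova-(GA)10 against TG-PBS mice (385 genes), DESeq2 with the beta prior gave 117 genes, GC and length offsets 219 (177 of them among the 385) and no fold threshold 2190. The counts were 0 with all 4 groups in one fit (2992 genes at an unadjusted p below 0.05), 0 with glmTreat (198) and 0 with 1 surrogate variable in a fit of all groups (584). Rescued genes (255) numbered 169 with the beta prior, 139 with the fold threshold in both comparisons, 0 with all 4 groups in one fit and 0 with 1 surrogate variable. The share reversed (30.4%) was 20.6% with all 4 groups in one fit and 17.9% on TG-PBS mouse 286 when genes were chosen without it. With 1 surrogate variable it was computed by direction only, as 5.3% for 383 higher and 26.6% for 45 lower genes. For TG-PBS against WT-PBS mice (792), glmTreat gave 228, 1 surrogate variable 428 (389 shared) and no fold threshold 1951. For TG-Ova-(GA)10 against WT-Ova-(GA)10 mice (406), glmTreat gave 147 and 1 surrogate variable 621 (396 shared). The interaction gave 1 gene with DESeq2 without the beta prior. GlmTreat left 6 of the 13 cytokine and chemokine genes. With the correlation estimated per set, Reactome sets numbered 0 in TG-PBS against WT-PBS (47 at an unadjusted p below 0.05) and 0 in TG-Ova-(GA)10 against TG-PBS (67). Tests of GC and length offsets, the fit of all 4 groups, the surrogate variable and the choice of genes without mouse 286 are given with the other observations, and for the other settings the cause was not tested.

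When each mouse was left out in turn, the counts ranged from 571 to 1025 between TG-PBS and WT-PBS (7 fits), from 146 to 502 between TG-Ova-(GA)10 and TG-PBS (7 fits), from 292 to 745 between TG-Ova-(GA)10 and WT-Ova-(GA)10 (8 fits) and from 0 to 2486 for the interaction (15 fits). Rescued genes ranged from 116 to 411 and the share reversed from 23.3% to 39.4% (11 fits each). Cytokine and chemokine genes ranged from 10 to 14, Reactome sets from 118 to 179 in TG-PBS and from 113 to 139 in TG-Ova-(GA)10 (7 fits each). In the fit of all 4 groups, leaving out a mouse gave 0 to 384 genes between TG-Ova-(GA)10 and TG-PBS and 0 to 254 rescued genes (15 fits); 14 of the fits gave 0 (1433 to 3036 genes at an unadjusted p below 0.05) and the fit without WT-Ova-(GA)10 mouse 262 gave 384.

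Single genes changed sign between TG-Ova-(GA)10 and TG-PBS mice with 1 surrogate variable, where the log2 fold change was 0.16 in Ccl4, 0.07 in C1qa, 0.04 in Tmem176b, 0.03 in Tmem176a, 0.01 in Zfp36l2, 0.03 in Tgfb1, 0.00 in Icosl, 0.18 in Gpsm3, -0.14 in Nefl, 0.07 in Thy1 and 0.01 in Kif18b. With GC and length offsets it was 0.02 in C4b, and in C3ar1 it was 0.01 without TG-PBS mouse 288 and 0.01 without TG-Ova-(GA)10 mouse 275, from a lowest value of -0.26 without TG-PBS mouse 286. For C4b and C3ar1 the cause was not tested. Counted over the named genes in each comparison, the other changes were results past the threshold that were lost or gained with glmTreat (80 weaker, 0 stronger), all 4 groups in one fit (56 and 1), 1 surrogate variable (55 and 2), the covariate of sex-linked expression (17 and 7), GC and length offsets (16 and 2), DESeq2 with or without the beta prior (9 and 7 each), the robust fit (6 and 2), upper-quartile normalization (1 and 1), no filter (0 and 4) and a minimum of 10 counts (0 and 3). Summed over the fits that each left out one mouse, 145 results were weaker and 9 stronger.

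Depth limits the low-count genes. Of 116 cytokine and chemokine symbols 49 were tested, and of 23 lymphocyte genes 5 were tested between TG-Ova-(GA)10 and TG-PBS mice.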

Differences from the paper's values

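The paper's text gives 233 genes between TG-Ova-(GA)10 and TG-PBS mice, and 385 passed the same thresholds here. Of the alternatives set before the data were examined, DESeq2 without the beta prior gave 340 genes and GC and length offsets gave 219, both within 1.5 times the paper's value, as did 3 of the 7 fits that each left out one mouse (249, 263 and 329 genes). DESeq2 with the beta prior gave 117 genes, which is also the number that passes both thresholds in the paper's Dataset EV4, and the other alternatives were not within 1.5 times the value in the paper's text. Dataset EV3 of the paper has 576 such genes between TG-PBS and WT-PBS mice, as has DESeq2 with the beta prior. The paper's 545 genes between TG-PBS and WT-PBS mice and its 210 rescued genes are within 1.5 times the 792 and 255 genes found here. The paper does not define its rule for rescue, so the 210 and the 255 may not count the same thing. With DESeq2 and the beta prior, the rule used here gave 169 rescued genes.

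Log2 fold changes from the paper's Datasets EV3 and EV4 differed from those of edgeR by more than the larger of the standard errors of the paper and of edgeR in 11 cases, and DESeq2 with the beta prior gave the paper's value in each of them. In TG-PBS against WT-PBS mice, the paper's value for Ccl4 is 2.15, against 3.40 here. For Tyrobp the paper gives 1.85, against 2.34 here, and for C3ar1 the paper gives 2.14, against 2.42. For these 3 genes no other alternative closed the gap. The paper's value for C5ar1 is 1.31, against 1.69, and besides the beta prior 1 of the 7 fits without one mouse came within the error.

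For C1qa the paper gives 1.83, against 1.99 here, and for C4b the paper gives 2.01, against 2.12. GC and length offsets and 1 surrogate variable closed these gaps, as did 4 of 7 fits without one mouse for C1qa and 3 of 7 for C4b. For C1qb the paper gives 1.72, against 1.84, and for C3 the paper gives 1.99, against 2.09. GC and length offsets, the covariate of sex-linked expression and 1 surrogate variable closed these, as did 3 of 7 fits without one mouse for each. For C1qc the paper gives 1.99, against 2.12, which GC and length offsets, the covariate of sex-linked expression and 2 of 7 fits without one mouse closed. The other alternatives did not close these gaps.

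In TG-Ova-(GA)10 against TG-PBS mice, the paper's value for Ccl4 is -0.54, against -0.71 here. Upper-quartile normalization, no filter on low counts, all 4 groups in one fit and 2 of 7 fits without one mouse also closed this gap. The paper's value for C5ar1 is -0.71, against -0.88, which 1 surrogate variable and 3 of 7 fits without one mouse also closed. The other alternatives did not.

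The paper names Tyrobp as attenuated by immunization, and here its log2 fold change of -0.35 had an adjusted p of 0.054 in edgeR. The paper names complement factors as attenuated, and here C1qc and C5ar1 had an adjusted p below 0.05 in edgeR while C1qa, C1qb, C3ar1, C4b and C3 did not; C3 was higher, with a log2 fold change of 0.19. The covariate of sex-linked expression called C1qb (adjusted p = 0.048 in edgeR; 0.048 to 1 over its alternatives with all mice). Fig 3B counts Tyrobp, Csf1r, Fcer1g, Icosl, Gpsm3, Agt and Egr1 as rescued, which the rule used here did not. The first 6 were called by DESeq2 with and without the beta prior, by the covariate of sex-linked expression and without TG-PBS mouse 286. Without a filter on low counts, Tyrobp, Gpsm3 and Agt were called. With a minimum of 10 counts in every mouse, Csf1r, Tyrobp and Gpsm3 were called. A robust quasi-likelihood fit, chosen after seeing the values, called Csf1r and Icosl. A fit of all 4 groups without WT-Ova-(GA)10 mouse 262, chosen after seeing the values, called Csf1r and Gpsm3, and the fit without TG-Ova-(GA)10 mouse 285 called Gpsm3. Egr1 had a log2 fold change of 0.48 between TG-PBS and WT-PBS mice, and of 0.62 without WT-PBS mouse 276, where it was called as rescued; the other settings run did not call it.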

Other observations

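Chosen before the results were seen were the test of GC and length offsets for TG-Ova-(GA)10 against TG-PBS mice and the test on TG-PBS mice left out of the choice of genes. So were the counts of other splits of the mice for the 4 comparisons of groups, the interaction and the rescued genes. The other tests in this part were chosen as tests of an explanation only after the result was seen, though some use settings fixed before. Other splits of the same mice into groups of the same sizes were fitted in the same way. Of the 35 splits of the TG-Ova-(GA)10 and TG-PBS mice 1, the real one, gave 385 genes, and the largest other split gave 1. For TG-PBS and WT-PBS mice it was 1 of 35, and the largest other split gave 570; at an unadjusted p below 0.05, 2 of 35 gave as many. For rescued genes and for the share reversed 1 of 35 splits was as large. The largest other split gave 0 rescued genes. For the share reversed, the largest other split gave 0.2021, against 0.3036 for the real one. For cytokine and chemokine genes it was 1 of 35, and the largest other split gave 10. For WT-Ova-(GA)10 and WT-PBS mice, where 0 genes passed, 35 of 35 splits were as large by definition, up to 62 genes, and 29 of 35 had as many genes at an unadjusted p below 0.05.

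For Reactome sets the real split was not the largest. In TG-PBS against WT-PBS mice 2 of 35 splits gave as many sets (the largest other 161, against 151), and between TG-Ova-(GA)10 and TG-PBS mice 4 of 35 did (136, against 128). The numbers of sets between TG-Ova-(GA)10 and TG-PBS mice are therefore no larger than other groupings of these mice can give. Of the 48 sets higher in TG-PBS mice, 47 moved down in TG-Ova-(GA)10 mice, 3 of them with an adjusted p below 0.05 in limma's camera test. Of the 103 sets lower in TG-PBS mice, 87 were higher in TG-Ova-(GA)10 mice with an adjusted p below 0.05, and 124 of the 128 sets were higher. Regulation of ornithine decarboxylase ODC had the smallest adjusted p between TG-Ova-(GA)10 and TG-PBS mice, with a median log2 fold change of 0.27 (7.5e-07 in limma's camera test).

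GC content and gene length may explain part of the genes between TG-Ova-(GA)10 and TG-PBS mice. Across genes, the log2 fold change and the GC content of the transcript had a Spearman correlation of -0.42 between TG-Ova-(GA)10 and TG-PBS, 0.27 between TG-PBS and WT-PBS, -0.15 between WT-Ova-(GA)10 and WT-PBS and -0.09 between TG-Ova-(GA)10 and WT-Ova-(GA)10 mice, and genes are not independent replicates. Genes higher in TG-Ova-(GA)10 than in TG-PBS mice had a median GC content of 44.0% and lower genes one of 54.3%. With GC and length offsets 219 genes passed in place of 385, 177 of them the same genes, so the trend accounts for part of the count and not for all of it. The trend itself differs between TG-Ova-(GA)10 and TG-PBS libraries (mean Spearman correlation -0.153 ± 0.194 and 0.277 ± 0.0856, SD, n = 4 and 3, exact two-sided permutation p = 0.057, adjusted 0.14 over 20 comparisons), and a biological change in genes of one GC content would also give it.

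The groups differ in sex-linked expression, with 1 of 3 TG-PBS and 0 of 4 TG-Ova-(GA)10 mice of the female pattern. With a covariate of sex-linked expression 465 genes passed, 245 of them among the 385, so the number did not fall, but the genes were in part others. TG-PBS mouse 286 is the only one of these mice with the female pattern, so sex cannot be told apart from this mouse, without which 471 genes passed. Reads outside annotated genes also differ between these libraries. In the 8 wild-type mice, the trend of each gene with these reads had a Spearman correlation of 0.17 across genes with the log2 fold change between TG-Ova-(GA)10 and TG-PBS mice (exact one-sided permutation p = 0.35 over 576 permutations within groups), and for alignments at several places it was 0.36 (p = 0.37 in the same exact permutation test). This leaves open whether such a difference between libraries may contribute. The change between TG-Ova-(GA)10 and TG-PBS mice cannot be told apart from it. Alignments at several places also differed between WT-Ova-(GA)10 and WT-PBS libraries (exact two-sided permutation p = 0.029, adjusted 0.097 over 20 comparisons), where 0 genes passed (233 at an unadjusted p below 0.05). Per read on genes, they were higher in WT-Ova-(GA)10 than in WT-PBS mice (0.747 against 0.696). In transgenic mice they were lower with immunization (0.614 in TG-Ova-(GA)10 against 0.713 in TG-PBS). The design gives no way to separate library preparation from immunization.

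In a fit of all 4 groups 0 genes passed between TG-Ova-(GA)10 and TG-PBS mice, with 2992 at an unadjusted p below 0.05, and a candidate explanation is that 1 mouse widens the shared spread. The shared coefficient of variation was 14.5% with all mice, 11.7% without WT-Ova-(GA)10 mouse 262 and between 14.2% and 15.1% without any other mouse. Without mouse 262, which is in neither of the groups compared, 384 genes passed, 356 of them among the 385. In simulated data the fit of all 4 groups called as many changed genes as the fit of the pair. Every simulated mouse had the same spread, so the simulation could not show the effect of a mouse such as 262.

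With 1 surrogate variable in a fit of all 4 groups, many values fell or changed sign, and a candidate explanation is that this variable takes up the GC trend of the libraries. With each group centred, the surrogate variable and the GC trend had a Pearson correlation of 0.85 over the 15 mice (permutation p = 0.01 within groups) and a Spearman correlation of 0.74 (permutation p = 0.03), and without mice 262 and 273, the farthest from their groups, a Pearson correlation of 0.65 (permutation p = 0.094). The relation thus rests in part on those mice. The surrogate variable also differs between TG-PBS and TG-Ova-(GA)10 mice, so it may take up effects of immunization as well, and these cannot be told apart.

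The interaction of genotype and immunization had 0 genes with all mice (1649 at an unadjusted p below 0.05) and 2486 without WT-Ova-(GA)10 mouse 262, 1327 higher and 1159 lower. With GC and length offsets the latter was 1776, with 1316 genes in both, so the GC trend may account for part of it but did not remove it. Among 100 random splits of the mice 100 had at least 0 genes, which the design fixes, and the largest had 2056 genes; at an unadjusted p below 0.05, 9 of the 100 had as many as the real split. With all mice, the effect of immunization was thus not shown to differ between transgenic and wild-type mice.

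The TG-PBS mice enter both comparisons behind the rescued genes, which may inflate the reversal. On TG-PBS mice that were not used to choose the genes, the median share reversed was 17.9%, 26.2% and 24.4%, against 30.4% with all mice, so it was smaller and stayed above 0. A second test chose genes without TG-PBS mice. Among 401 genes called between TG-Ova-(GA)10 and WT-Ova-(GA)10 mice, the TG-PBS change exceeded the TG-Ova-(GA)10 change by a median of -4.1%, and 43.9% of the genes had the larger change in TG-PBS mice. These genes were chosen on TG-Ova-(GA)10 mice, which favours a larger change there, so this test leaves the size of the reversal open. Over the 777 genes called in TG-PBS and tested in both, the change in TG-Ova-(GA)10 against WT-Ova-(GA)10 mice was a median of 67.1% of that in TG-PBS against WT-PBS mice, with the choice now favouring TG-PBS. It was 77.3% for the 572 higher and 15.2% for the 205 lower genes.

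Genes lower in TG-PBS mice were reversed more than genes higher in TG-PBS mice, by 64.6 percentage points in the median share (86.1% against 21.5%). With GC and length offsets the difference was 55.5 points, and on TG-PBS mice not used to choose the genes it was at least 61.5 points, so neither of these explanations removed it. It had the same sign under the other settings run, smallest with 1 surrogate variable (26.6% against 5.3%) and all 4 groups in one fit (55.8% against 18.3%) and largest with upper-quartile normalization (89.1% against 20.7%). Reads outside annotated genes were not tested for this pattern (Spearman correlation of 0.17 for all genes, above), so a difference in libraries remains open besides an effect of immunization.

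Aif1, which encodes Iba1, was higher in TG-Ova-(GA)10 than in TG-PBS mice, with a log2 fold change of 0.62 (standard error 0.19, adjusted p = 0.047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 3.85 ± 0.572, 3.87 ± 1.84, 6.32 ± 0.310 and 9.68 ± 2.49 CPM in WT-PBS, WT-Ova-(GA)10, TG-PBS and TG-Ova-(GA)10 mice (SD, n = 4, 4, 3 and 4), and the TG-Ova-(GA)10 mice did not overlap with the TG-PBS mice. With GC and length offsets the log2 fold change was 0.58, but the GC content of Aif1 is near the median of all genes, where the offsets move values little, so this says little about other differences between libraries. Over the 12 alternatives with all mice it was 0.03 (1 surrogate variable) to 0.64 with adjusted p from 0.031 to 1 in edgeR and DESeq2, 7 of them below 0.05. With each mouse left out it was 0.44 to 0.75, with an adjusted p below 0.05 in 1 of 7 fits, so the call depends on single mice. Reads outside annotated genes were not tested for this gene. The paper measured Iba1 by staining, which counts of RNA do not show.

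Tardbp had a log2 fold change of -0.23 between TG-PBS and WT-PBS mice (adjusted p = 0.13 in edgeR) and of 0.39 between TG-Ova-(GA)10 and TG-PBS mice (adjusted p = 0.015; 0.0018 to 1 over its 12 alternatives with all mice). Nefl had log2 fold changes of -0.32 and 0.07 (adjusted p = 0.022 and 0.58 in edgeR). The mouse ortholog of C9orf72, listed as 3110043O21Rik, had -0.36 and 0.31 (adjusted p = 0.039 and 0.025), and Thy1 had 0.45 and -0.14 (adjusted p = 0.00077 and 0.16 in edgeR). Of 23 lymphocyte genes, 5 could be tested between TG-PBS and WT-PBS mice and 1 passed both thresholds, and 0 of 5 passed between TG-Ova-(GA)10 and TG-PBS mice, with 0 at an unadjusted p below 0.05. Across 14745 genes, the log2 fold changes between TG-PBS and WT-PBS and between TG-Ova-(GA)10 and TG-PBS mice had a Spearman correlation of -0.703, to which the shared TG-PBS mice contribute. The genotype changes in PBS and in Ova-(GA)10 mice, which share no mice, had one of 0.21 over 14585 genes.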
